# The Complex Transcriptional Response of *Acaryochloris marina* to Different Oxygen Levels

**DOI:** 10.1534/g3.116.036855

**Published:** 2016-12-14

**Authors:** Miguel A. Hernández-Prieto, Yuankui Lin, Min Chen

**Keywords:** cyanobacteria, oxygen levels, transcriptome response, chlorophyll biosynthesis, reactive oxygen species

## Abstract

Ancient oxygenic photosynthetic prokaryotes produced oxygen as a waste product, but existed for a long time under an oxygen-free (anoxic) atmosphere, before an oxic atmosphere emerged. The change in oxygen levels in the atmosphere influenced the chemistry and structure of many enzymes that contained prosthetic groups that were inactivated by oxygen. In the genome of *Acaryochloris marina*, multiple gene copies exist for proteins that are normally encoded by a single gene copy in other cyanobacteria. Using high throughput RNA sequencing to profile transcriptome responses from cells grown under microoxic and hyperoxic conditions, we detected 8446 transcripts out of the 8462 annotated genes in the Cyanobase database. Two-thirds of the 50 most abundant transcripts are key proteins in photosynthesis. Microoxic conditions negatively affected the levels of expression of genes encoding photosynthetic complexes, with the exception of some subunits. In addition to the known regulation of the multiple copies of *psbA*, we detected a similar transcriptional pattern for *psbJ* and *psbU*, which might play a key role in the altered components of photosystem II. Furthermore, regulation of genes encoding proteins important for reactive oxygen species-scavenging is discussed at genome level, including, for the first time, specific small RNAs having possible regulatory roles under varying oxygen levels.

Photosynthesis uses solar energy, and transforms it into chemical energy, which is stored within the organic molecules of the organism. In essence, it provides the energy for all life on our planet. During oxygenic photosynthesis, sunlight is funneled toward a special pair of chlorophyll molecules, which produce a charge separation that results in the extraction of electrons from water. This initiates a chain of redox reactions that power the fixation of inorganic carbon into 3-phosphoglycerate, with oxygen (O_2_) generated as a side product of this reaction. In fact, before photosynthesis occurred in ancient cyanobacteria around 3.5–2.4 billion yr ago, the atmosphere was largely anaerobic (Blankenship and Hartman 1998). Over billions of years, oxygenic photosynthetic organisms changed the Earth’s atmosphere, steadily increasing its O_2_ levels to over 21% (v/v). This permitted the rise of multicellular organisms, dependent upon aerobic respiration (Dismukes *et al.* 2001; Blankenship 2008; Hedges *et al.* 2004).

Aerobic respiration is highly efficient in recovering the energy contained within the chemical bonds of organic molecules through oxidative phosphorylation. However, organisms living in aerobic environments also run the risk of being damaged by oxidants and reactive oxygen species (ROS). ROS include a number of reactive molecules derived from O_2_. Clearly, O_2_ in its ground state is harmless, as it has two unpaired electrons with parallel spin, making it paramagnetic. In this form, it is unlikely to participate in reactions with organic molecules, unless it is enzymatically or chemically activated by other reactions (Apel and Hirt 2004; Sharma *et al.* 2012). However, oxygen-derived ROS comprise superoxide, hydrogen peroxide, and hydroxyl radicals, which are a threat to the cell. Organisms mitigate ROS deleterious effects in various ways: by scavenging pathways (Ślesak *et al.* 2016; Pospíšil 2012), by changing the regulation of affected genes (Tamagnini *et al.* 2007), by separating the location of their product to oxygen-free compartments like heterocysts (Murry *et al.* 1984), or by evolving an alternative pathway resistant to oxidation (Busch and Montgomery 2015). Many metabolic pathways functioning today still contain enzymes sensitive to O_2_ levels, as illustrated by the coexisting oxygen-dependent, or oxygen-independent, reactions within the tetrapyrrole biosynthetic pathway (Busch and Montgomery 2015; Raymond and Blankenship 2004), and the activation of a counterpart D1 subunit of photosystem II (PSII) in response to changed O_2_ levels (Summerfield *et al.* 2008).

*Acaryochloris marina* (hereafter *Acaryochloris*) is a unicellular cyanobacterium, using chlorophyll *d* (Chl *d*), instead of chlorophyll *a* (Chl *a*), as the major pigment in its photosystems (Chen *et al.* 2002a, 2005b). Similar to all cyanobacteria, the thylakoids of *Acaryochloris* need to mitigate not only the oxidative stress generated by oxygenic photosynthetic activities, but also the oxidative stress produced because of aerobic respiration. Therefore, it is not surprising that under illumination, especially high-intensity light, singlet oxygen is mainly produced because of the interaction of unquenched Chl triplets with O_2_ generated within PSII, and the water-splitting complex. In photosystem I (PSI), the univalent reduction of O_2_ generates mainly superoxide anion radicals (reviewed in Latifi *et al.* 2009; Rutherford *et al.* 2012). To reduce the effects of ROS, a constant diffusion of O_2_ through the cell and photosynthetic membranes under illumination is crucial. This diffusion of O_2_, along with antioxidant enzymes that prevent accumulation of ROS, and the existence of remediation metabolites, such as ascorbic acid, glutathione, tocopherols, carotenoids, and flavonoids, prevent the interaction of O_2_ with electrons, other than those in the normal electron transfer pathways to O_2_, avoiding any possible oxidative stress (Latifi *et al.* 2009).

Because of the iconic character of *Acaryochloris*, in which the function of Chl *a* has been largely replaced by red-shifted Chl *d*, most of the research on this organism has been directed toward understanding Chl *d* biosynthesis (Schliep *et al.* 2010; Loughlin *et al.* 2014; Yoneda *et al.* 2016). In particular, this has focused on its role in photosynthesis (Chen *et al.* 2002b, 2005b; Hu *et al.* 1998; Tomo *et al.* 2007), and in far-red light acclimation (Duxbury *et al.* 2009). These studies have revealed direct oxidation of Chl *a* to Chl *d*, with participation of O_2_ (Schliep *et al.* 2010; Loughlin *et al.* 2013). Although the structural difference between Chl *a* and Chl *d* has a significant effect on its spectral characteristics, it does not affect the binding of Chl *d* with typical Chl *a* binding-peptides, as shown in *in vitro* reconstitution experiments (Chen *et al.* 2005a; Hoober *et al.* 2007; Chen and Cai 2007). In fact, so far, none of the studies carried out on the photosystems of *Acaryochloris* have revealed any significant difference to Chl *a*-containing photosystems, besides their distinct spectral characteristics, related to their pigment substitutions (Chen *et al.* 2005b).

In this study, we grew *Acaryochloris* under different O_2_ levels to test the effects of O_2_ on photo-pigment biosynthesis, photosynthetic reactions, and on their relationship with other essential metabolic reactions (including DNA and protein metabolism). Using high-throughput RNA sequencing (RNAseq), we obtained genome-level information on all expressed transcripts, under microoxic, normal air (control), and hyperoxic conditions. We detected genes coding for key proteins in photosynthesis and synthesis of chlorophyll, which were preferentially expressed under microoxic conditions. As expected, proteins involved in oxidative stress remediation also were induced under hyperoxic conditions. We also generated the first inventory of previously unknown small RNAs (sRNA), including untranslated regions (UTRs) and intergenic noncoding RNAs (ncRNAs), many of them differentially expressed upon O_2_ perturbation. The sRNAs that showed a strong induction were further investigated to predict their potential targets and their involvement in adaptation to these stress conditions. In this first systems-level study to include sRNAs performed on *Acaryochloris*, we uncover new insights on the particularities of “oxygenic” photosynthesis and its coevolutionary “anaerobic” metabolism.

## Materials and Methods

### Culture conditions

*A. marina* MBIC11017 was routinely kept in a culture room at 27° under 15–30 µmol photons m^−2^ s^−1^ of cool white light. Sterilized K+ES (artificial seawater), buffered with 25 mM TES at pH 8.0 was used as the culture medium for all three treatment groups. To make sure photosynthesis was not limited by CO_2_, NaHCO_3_ was dissolved in a small volume of autoclaved medium, and injected into the enclosed culture flasks every 2 d (yielding an initial concentration of 0.375 mM). The initial cell density of all culture groups was adjusted to an optical density at 750 nm of 0.2. The cultures were shaken on an orbital flat-bed shaker at ∼90 rpm.

Cultures under normal O_2_ levels were inoculated in 1-liter Erlenmeyer glass flasks containing 500 ml of medium, capped with a cotton stopper that permitted gas exchange. Thus, the O_2_ concentration of the gas phase inside the bottle was similar to atmospheric levels ∼21% (v/v).

Microoxic conditions were achieved by using a 500-ml two-necked round-bottom flask sealed tightly by a rubber stopper. Cultures were vacuumed, and refilled with pure nitrogen gas (99.95% purity) to ensure normal atmospheric pressure. We repeated this process several times, yielding a final O_2_ concentration of <0.2% inside the sealed culture flask. To maintain a microoxic condition, a positive pressure was created by bubbling nitrogen through the culture.

A similar set-up was used for hyperoxic conditions, with the exception that pure O_2_ gas was used to refill the flask after vacuuming. Because the cells generate O_2_ under illumination, ongoing input of O_2_ gas to maintain the high-oxygen concentration was not required. However, to avoid pressure build-up, the flask was revacuumed and refilled with O_2_ gas every 48 hr, as described above. The O_2_ concentration inside the flask remained within the range of 65–75% (v/v) during the experiment.

### Total RNA extraction

*Acaryochloris* cultures were harvested after 7 d from all three different treatments. The harvested cell pellets were mixed with TRIzol (TRIzol Reagent, Life Technologies, Australia), and frozen immediately using liquid nitrogen. They were stored at −80° for at least 60 min. The frozen samples were thawed in a water bath at 37°, and spun down at 16,000 × *g* for 5 min to eliminate cellular debris. This supernatant was mixed at a volume ratio of 4:1, with chloroform, and spun down at 16,000 × *g* for 10 min at 4°. The upper layer, containing RNA and DNA, was carefully transferred to a new tube, without disturbing the white middle layer of solid components. The RNA was precipitated by addition of an equal volume of isopropanol, and incubated at −20° for at least 45 min. RNA pellets were washed with 70% (v/v) ethanol, and the DNA removed using the Baseline-ZERO DNase kit (Epicentre, WI), following the manufacturer’s instructions. Prior to RNA quality assessment, the absence of DNA was confirmed by polymerase chain reaction (data not shown).

The quality of RNA was assessed on a 2100 Bioanalyzer (Agilent Technologies, CA), using a RNA 6000 Nano RNA Kit (Agilent Technologies), to obtain an RNA integrity number of >8.0. Transcripts corresponding to rRNAs (5S, 16S, and 23S) were reduced from the samples with a Ribo-Zero Kit (Epicentre), following the manufacturer’s instructions. Further processing, including quality assessment, was undertaken prior to RNAseq analysis by Beijing Genomics Institution, China.

### RNAseq data analysis

FASTQ files of the resulting sequences were processed using open source software. FASTQ files were aligned against the *A. marina* MBIC11017 reference genome on NCBI (http://www.ncbi.nlm.nih.gov/), using the “Tophat for Illumina” tool available in the Galaxy suite (Afgan *et al.* 2016). The BAM files obtained were superposed on the genome. and visualized in Artemis (Rutherford *et al.* 2000) to facilitate annotation of the predicted transcriptional units (TUs). The Java-based Rockhopper system (McClure *et al.* 2013) was used to process mapped sequence reads for differential analysis. The Rockhopper report, containing a summary of the number of reads aligned. is available in Supplemental Material, File S1.

### sRNAs target prediction

All sRNA sequences (including ncRNAs and UTRs) were obtained from the transcriptional coordinates generated by the Rockhopper software, after mapping the obtained reads to unannotated regions of the *Acaryochloris* genome. The target protein-coding genes were predicted using the IntaRNA algorithm (Busch *et al.* 2008), with a window of 275 nucleotides around the respective start codons (200 upstream and 75 downstream).

### Functional enrichment analysis

A standard functional enrichment analysis of differentially expressed genes (EADEG) was applied using hypergeometric tests, after Hernández-Prieto *et al.* (2012). Derived *p*-values were adjusted for multiple testing, while false discovery rates (FDR) were calculated using the Benjamini-Hochberg method. We used the gene annotation given in Cyanobase (Fujisawa *et al.* 2014) (http://genome.microbedb.jp/cyanobase/AM1), while gene associations with cellular functions are from the KEGG database (Kanehisa *et al.* 2016), and Gene Ontology (GO) terms in Uniprot (UniProt Consortium 2015) (Table S1). Our lists included genes associated with 116 KEGG pathways, and with 1196 GO terms. Only lists having a minimum of five genes annotated from the *Acaryochloris* genome (89 of 116 KEGG pathways, and 320 of 1196 GO terms) were investigated. To determine the functional composition of differentially expressed genes, enrichment was separately assessed for upregulated and downregulated genes.

### Data availability

The *Acaryochloris* strain used in this study is available as an axenic culture through the NBRC culture collection (NBRC 102967). Raw gene expression data, and processed information, is available at GEO with the accession number GSE89387. File S1 contains detailed information of all supplemental files.

## Results

### Culture growth

Monitoring of the O_2_ concentrations of the gas phase inside the culture bottles was performed daily with a Clark-type electrode. The concentration of O_2_ in the hyperoxic culture was maintained within the range of 65–75% (v/v), while in the microoxic culture, it was <0.2% (v/v). Thus, O_2_ concentration in the medium was equal to 350 and 1% that of air saturation at 25° for hyperoxic and microoxic cultures, respectively. These deviations from atmospheric conditions negatively affected *Acaryochloris* cells, as reflected in their low apparent growth rates (Figure 1). The control culture doubled its OD_750nm_ every ∼57 hr during the exponential growth phase, while treated cultures had doubling times of > 72 hr (Figure 1). Thus, both treatment conditions had detrimental effects on apparent cell growth, given their ∼80% decrease in growth rate (Figure 1).

**Figure 1:**
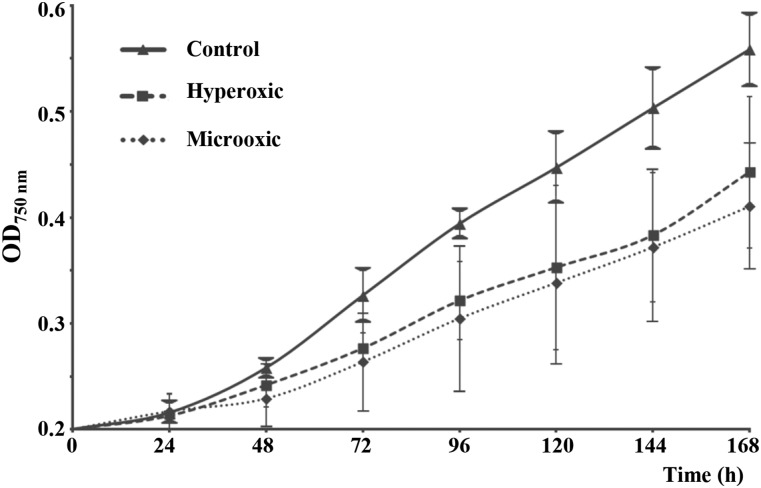
Optical density curves of *A. marina* cultures under the three different oxygen concentrations (control, microoxic, and hyperoxic). Apparent growth was monitored daily by measuring the optical density of the cultures at 750 nm (OD_750nm_). Data were averaged from quadruplicate cultures; variability in these results is represented by error bars. Apparent growth was negatively affected under both treatment conditions.

### Full transcriptome profiling of Acaryochloris

RNA was extracted from cells collected after 7 d under their respective treatments, at an OD_750nm_ between 0.4 and 0.6 for all cultures. 

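Acaryochloris marina MBIC11017 is a cyanobacterium that uses chlorophyll d as its main photosynthetic pigment, and its genome consists of a chromosome and the plasmids pREB1 to pREB9. RNA-seq libraries were made from 3 control cultures at 21% O_2_, 2 microoxic cultures below 0.2% O_2_ and 2 hyperoxic cultures at 65 to 75% O_2_. The paper gives the harvest at 7 d, whereas the sample labels give 5 d. The Rockhopper report in File S1 of the paper lists 3394911, 3453356 and 3369335 reads for the control replicates, 3287764 and 3306436 for the microoxic replicates, and 3397332 and 3439935 for the hyperoxic replicates. The share of these reads that aligned to the chromosome ranged from 27% in control replicate 2 to 86% in hyperoxic replicate 1. Reads in chromosomal protein-coding genes, computed from the percentages of that report, came to 379211, 74997 and 558806 in the control replicates, 955738 and 651033 in the microoxic replicates, and 583783 and 966615 in the hyperoxic replicates. Miscellaneous RNA took between 8% (microoxic replicate 1) and 49% (control replicate 2) of the chromosomal reads. For every 100 reads in chromosomal protein-coding genes, the plasmids other than pREB3 gave 12, 10.7 and 10.8 reads in the control replicates, 17.1 and 13.4 in the microoxic replicates, and 8.7 and 20.1 in the hyperoxic replicates. Sense and antisense reads in chromosomal coding regions were nearly equal in number, at 11% and 10% of the chromosomal reads in control replicate 1 and at 29% each in microoxic replicate 1. On pREB1 they made up 67% and 32% of the reads in control replicate 1, and whether the libraries kept the strand is not given in the sources used here.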

The gene expression profiling at genomic level was achieved by paired-end high-throughput sequencing of RNA, isolated from *Acaryochloris* exposed to different O_2_ concentrations. The experiment was duplicated for both test conditions, and triplicated for control conditions. 

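The values used here are the authors' deposited expression values, of which there is 1 per TU and condition. They are RPKM normalized by the upper quartile of gene expression and stand in whole numbers, with the replicates of a condition already combined. How the replicates were combined is not given in the sources used here. No replicate spread can be computed from such values, so no SD, n or p-value accompanies them, and no difference given here has been held against the spread between cultures. The tables, 1 for each of 10 replicons, hold 8913 TUs, of which 8462 are annotated and the others are RNAs predicted by Rockhopper, 360 of these on the chromosome. A second table of the authors holds the TUs they called differentially expressed. For 16 predicted RNAs it gives other values than the full tables, and the full tables were used throughout. Near-identical gene copies share reads, so their values cannot be assigned to one copy. The pREB3 genes AM1_C0108 and AM1_C0205, and AM1_C0107 and AM1_C0204, are such pairs. The RNA-directed DNA polymerase genes AM1_A0256, AM1_B0334, AM1_F0004, AM1_F0061 and AM1_F0191 carry the same control value, 160.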

To assess differential gene expression, we used the algorithms available in Rockhopper, because this software has been optimized for the analysis of RNAseq data obtained from prokaryotes (McClure *et al.* 2013). 

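For each TU, the log2FC was computed as the log2 ratio of the treated to the control value after adding 1 to each, which understates the change of TUs with low values. A TU was called higher or lower when its log2FC was at least 1 in size and its values summed to at least 50 over the 3 conditions. The median log2FC of the protein-coding TUs that passed this minimum was 0.20 in microoxic and 0.12 in hyperoxic conditions. Changes are given without correction for this shift, and centring on these medians was run as an alternative. In microoxic conditions the median log2FC also fell with abundance, from 0.37 in the tenth of protein-coding TUs with the lowest mean values to -0.33 in the tenth with the highest. The corresponding medians in hyperoxic conditions were 0.07 and 0.21. A second scaling, chosen after the values were seen, therefore subtracted from each log2FC the median of the protein-coding TUs in the same twentieth of mean expression. It is called expression-matched scaling here. The members of a gene list stay among those TUs, so a change that they share can be partly subtracted from itself. For each of 40 gene lists the median log2FC was compared with 10000 random lists of the same size, matched on mean expression in 20 classes. The percentile of a list among them describes these libraries and is not a test between the conditions. The members of random lists were drawn separately from all protein-coding TUs past the minimum, the list's own members included, for lists of such TUs. Neighbouring genes that change together can therefore give a list a more extreme percentile.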

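A value above 0 in at least 1 condition was found for 8446 annotated TUs, and 8157 of them had a value above 0 in all 3 conditions.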

Transcript units (TUs) for 8446 of the 8462 TUs annotated for *Acaryochloris* (NCBI BioProject: PRJNA12997) were detected in both control and treated samples. 

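Among the TUs listed at 0 in all 3 conditions, AM1_A0163 on pREB1 is annotated as the permease of an iron(III) dicitrate ABC transporter, which takes up ferric citrate. The others are annotated as hypothetical proteins. They are AM1_0242, AM1_5007, AM1_5292, AM1_5837 and AM1_5840 on the chromosome, AM1_A0327 on pREB1, AM1_B0198 and AM1_B0217 on pREB2, AM1_C0030, AM1_C0031 and AM1_C0225 on pREB3, AM1_D0170 and AM1_D0224 on pREB4, and AM1_E0070 and AM1_E0147 on pREB5.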

Of the 16 undetected transcripts (Table S2), only one (*AM1_A0163*) has an annotated function in Cyanobase (as at June 2016), five were localized in the main chromosome, and the rest in the plasmids (two in pREB1, two in pREB2, three in pREB3, two in pREB4, and two in pREB5). RNA extracted from *Acaryochloris* cells grown under control culture conditions was used as a reference to evaluate transcript changes related to altered O_2_ levels. 

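In the control cultures, the transcript with the highest value was AM1_6414, at 8862827, which the paper names as tmRNA (ssrA). It was followed at a distance by AM1_6418, at 235615, which the paper names as the RNA subunit of RNase P. These and AM1_6419 (ssaA) are counted here as RNA-processing RNAs. That label follows the paper's wording for the group and does not give the function of each RNA. The hypothetical protein AM1_0390 reached 96439 and the DNA-binding protein HU (AM1_1154) reached 51219. Among the PSI subunits, psaC (AM1_1660) had a value of 47437, psaM (AM1_6426) 45473, psaA (AM1_2457) 21958 and psaB (AM1_2458) 20685. Among the PSII subunits, psbK (AM1_3851) had a value of 29102, psbZ (AM1_1011) 24093, the alpha subunit of cytochrome b559 (AM1_2630) 18427 and psbA (AM1_2889) 16679. The 50 TUs with the highest control values comprised 31 mRNAs, 15 predicted sRNAs, 3 RNA-processing RNAs and 1 tRNA gene, the Ser tRNA AM1_4039 at 20922. Of these 50, 16 lie on plasmids, 3 encode phycocyanin subunits, and 8 are PSI or PSII subunits of Table 2. Ranking the chromosome alone, chosen after the values were seen, gave 35 mRNAs and 11 photosystem subunits among the top 50.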

Under control conditions, the 50 most abundant transcripts correspond to 21 sRNAs (16 newly described in this study), and 29 to protein-coding genes, of which 12 encode subunits of PSI or PSII. Eight of these genes encoding photosystem subunits were among the 50 top transcripts in all three samples: five of them (*psaA*, *psaB*, *psaC*, *psaJ*, and *psaM*) encoding PSI subunits, two (*psbA* and *psbK*) encoding PSII subunits, and, intriguingly, a high-light induced protein (HLIP) involved in the incorporation of chlorophyll in newly assembled photosystems (Hernandez-Prieto *et al.* 2011) (Table 1).

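The values of psaC were 16284 in microoxic and 29939 in hyperoxic conditions, and those of psaM were 11569 and 21277. For psaA the values were 8776 and 27807, and for psbK 10430 and 19366. These were the photosystem subunits among the 26 TUs that ranked in the top 50 in all 3 conditions, together with the HLIP AM1_3193. Of these 26 TUs, 17 were mRNAs. Ranked by the microoxic values, the top 50 held 34 mRNAs and 5 photosystem subunits, and ranked by the hyperoxic values 29 mRNAs and 8 photosystem subunits.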

**Table 1:** List of the top 50 most expressed open reading frames in *Acaryochloris marina* under control conditions

Gene	Product	Coordinates	Expression Control	Expression Microoxic	Expression Hyperoxic
AM1_6414*^a^*	10Sa RNA (tmRNA), ssrA	1113343, 1113638	8,862,827	1,108,900	6,593,223
AM1_NC230*^a^*	Intergenic sRNA	3815042, 3815332	1,522,785	95,333	2,440,135
AM1_6418*^a^*	RNA subunit of RNase P, rnpB	1701315, 1701673	235,615	105,408	245,204
AM1_NC208*^a^*	Intergenic sRNA	3587742, 3587961	118,457	96,521	21,716
AM1_0390	Hypothetical protein	361900, 361736	96,439	7619	297,265
AM1_4558	Hypothetical protein	4591968, 4591819	89,452	20,593	92,833
AM1_NC288*^a^*	3′UTR of AM1_4558	4591770, 4591805	65,792	8885	58,129
AM1_NC36*^a^*	5′UTR of AM1_0390	361932, 361942	64,575	6428	372,487
AM1_5793	Hypothetical protein	5875753, 5875893	63,417	22,352	169,796
AM1_1154	DNA-binding protein HU	1122737, 1123012	51,219	23,994	42,409
AM1_1660	PSI subunit, PsaC	1638289, 1638044	47,437	16,284	29,939
AM1_6426	PSI subunit, PsaM	3783989, 3783894	45,473	11,569	21,277
AM1_6419*^a^*	6Sa RNA, ssaA	3661451, 3661282	44,034	17,418	19,246
AM1_1530	Hypothetical protein	1513788, 1513489	43,502	25,195	53,880
AM1_1942	Hypothetical protein	1936231, 1936359	40,184	17,863	30,491
AM1_NC106*^a^*	5′UTR of AM1_1530	1513809, 1513828	37,734	8185	61,960
AM1_1140	Hypothetical protein	1111163, 1111005	35,060	16,626	27,461
AM1_NC37*^a^*	Intergenic sRNA	364322, 365501	29,258	8326	48,497
AM1_3851	PSII subunit, PsbK	3905041, 3905178	29,102	10,430	19,366
AM1_NC319*^a^*	Intergenic sRNA	5411225, 5411416	25,090	4405	28,342
AM1_1011	PSII protein, PsbZ	979177, 978989	24,093	14,982	14,471
AM1_NC86*^a^*	5′UTR of AM1_1114	1092698, 1092793	23,484	13,326	10,160
AM1_3193	High light inducible protein	3230482, 3230634	23,357	10,335	195,987
AM1_0039	Hypothetical protein	41120, 40992	23,217	9864	14,083
AM1_1507	Hypothetical protein	1495267, 1495127	22,795	8451	18,798
AM1_NC294*^a^*	Intergenic sRNA	4826591, 4826827	22,636	27,816	31,549
AM1_2457	PSI core protein, PsaA	2472897, 2475158	21,958	8776	27,807
AM1_NC24*^a^*	3′UTR of AM1_0345	317866, 318113	21,566	4680	23,373
AM1_2458	PSI core protein, PsaB	2475181, 2477391	20,685	5754	15,938
AM1_NC233*^a^*	5′UTR of AM1_3627	3686575, 3686602	19,985	2682	36,489
AM1_NC70*^a^*	Intergenic sRNA	1198215, 1198479	19,545	4002	2138
AM1_3627	Hypothetical protein	3686477, 3686334	19,092	7894	16,758
AM1_2630	Cyt b559 alpha subunit, PsbE	2668907, 2668656	18,427	7885	11,051
AM1_NC245*^a^*	3′UTR of AM1_3885	3937055, 3937138	18,324	4911	8432
AM1_NC154*^a^*	5′UTR of AM1_2252	2259432, 2259766	17,851	34,718	5494
AM1_2889	PSII D1 protein, PsbA	2929355, 2928273	16,679	7503	41,497
AM1_NC120*^a^*	5′UTR of AM1_1660	1638298, 1638415	16,076	7311	6156
AM1_1114	Conserved hypothetical protein	1092691, 1092497	15,015	5172	13,010
AM1_NC126*^a^*	Intergenic sRNA	1742101, 1742419	14,826	27,364	447
AM1_3119	Conserved hypothetical protein	3148026, 3147655	14,618	8294	15,236
AM1_1439	PSI protein, PsaJ	1430979, 1430824	13,098	7467	13,772
AM1_5515	Ferredoxin, 2Fe-2S type, PetF1	5563740, 5564039	12,482	11,721	9641
AM1_3950	Hypothetical protein	4000275, 4000505	12,345	10,183	16,966
AM1_1440	PSI protein, PsaF	1431487, 1430984	12,016	5467	9543
AM1_5512	PSII protein, PsbH	5561953, 5562168	10,385	3393	8835
AM1_4405	Hypothetical protein	4432868, 4432984	10,120	1755	8134
AM1_3885	Cytochrome c550, PsbV	3936566, 3937054	9500	6062	11,959
AM1_1813	Conserved hypothetical protein	1801209, 1801415	9417	9037	5358
AM1_6421*^a^*	23S ribosomal RNA	5638205, 5641084	6111	2859	20,215
AM1_6416*^a^*	23S ribosomal RNA	1408620, 1405741	6110	2859	20,215

Coordinates of the transcripts are given to facilitate the location of the noncoding sRNAs. Expression values refer to RPKM normalized by the upper quartile of gene expression. UTR, untranslated region; PSI, Photosystem I; PSII, Photosystem II.

a Rows corresponding to sRNAs.

### Identification and classification of differentially expressed transcripts

A total of 8446 transcripts (99.8% of the genes annotated in the Cyanobase database) were detected as expressed in at least one of the test conditions. 

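Values that summed to at least 50 over the 3 conditions were found for 7158 TUs, of which 6630 were protein-coding and 528 were not. This minimum was passed by 200 of the 239 transposase genes, 127 of the 154 genes of two-component systems and response regulators, 26 of the 52 genes of iron transport and its regulation, and 1 of the 8 ATP synthase genes on pREB4. A value of at least 50 in a single condition was reached by 5101 protein-coding TUs.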

Imposing a stringent threshold for minimum expression in 50 reads, we identified 6635 protein-coding and 523 noncoding TUs as expressed, under at least one of the test conditions. We considered a transcript to be differentially expressed when it had an absolute log_2_FC (fold change) value ≥1.0 (*i.e.*, a minimum twofold up or downregulation change). It is important to remark here that, since RNA sequencing data do not provide information on whether the differences in expression reflect induction or repression of transcription or changes in RNA stability under the new conditions, we use the term expression to indicate the number of detected transcripts. Using this FC criterion, 2896 TUs were identified as differentially expressed for at least one of the test conditions. These TUs consisted of 2536 mRNAs, 41 tRNAs, six rRNAs, three RNAs involved in RNA processing, and 310 unannotated sRNA, of which 248 were encoded in the chromosome (Table S3). 

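Under microoxic conditions, the largest increases among protein-coding TUs with an annotated product, hypothetical proteins left out, fell in a short stretch of the chromosome from AM1_0448 to AM1_0467, which holds genes of chlorophyll, heme and bilin synthesis, the D1 gene psbA1 and a Rieske protein gene. The exception among the 10 largest was AM1_1550, an activator of anaerobic ribonucleotide reductase. The largest decrease among protein-coding TUs with an annotated product was that of the glycerophosphoryl diester phosphodiesterase AM1_3076, from 349 to 8. The sigma factor gene SigF (AM1_4984) fell from 776 to 26, and the phosphate-binding protein of an ABC transporter (AM1_0168) from 637 to 39. A sulfotransferase (AM1_3336) fell from 528 to 34, the phosphate transporter NptA (AM1_5305) from 165 to 10 and a serine protease (AM1_6328) from 885 to 60. The lipoyl synthase AM1_1698 fell from 244 to 27, a Crp/FNR family regulator (AM1_0810) from 283 to 32 and the exonuclease RecJ (AM1_5599) from 293 to 34. A phosphotransferase of polysaccharide synthesis (AM1_5478) fell from 175 to 16. In all, 1229 TUs were higher and 782 lower in microoxic conditions, and 921 were higher and 741 lower in hyperoxic conditions, which makes 2896 TUs called at least once. Higher TUs made up 61.1% of the calls in microoxic and 55.4% in hyperoxic conditions. These shares became 49.2% and 44.9% after centring, 51.8% and 44.7% with expression-matched scaling, 57.5% and 45.3% for the chromosome alone, and 48.8% and 58.8% for TUs whose values summed to at least 300.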

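Under hyperoxic conditions, the largest increase among protein-coding TUs with an annotated product, hypothetical proteins left out, was that of an RNA-binding protein on pREB1 (AM1_A0071), from 26 to 788. A globin (AM1_0212) rose from 9 to 260, a peptidase on pREB6 (AM1_F0144) from 6 to 147 and an acetyltransferase (AM1_5408) from 16 to 287. The HLIP genes AM1_3233, AM1_4585 and AM1_3898, whose products bind chlorophyll under stress, rose from 145 to 1655, from 374 to 3381 and from 876 to 6357. The phosphate-binding protein AM1_0168 was listed at 1 (log2FC -8.32), and AM1_3076, NptA (AM1_5305) and SigF (AM1_4984) fell to 5, 4 and 52. The delta-9 desaturase AM1_0821, which makes unsaturated fatty acids, fell to 105 (log2FC -5.53). A universal stress protein (AM1_6334) fell from 1901 to 120 and the neighbouring P-type ATPase (AM1_6335) from 308 to 33. The calls covered 2536 mRNAs, 41 tRNAs, 6 rRNAs, 3 RNA-processing RNAs and 310 predicted sRNAs, 248 of these on the chromosome. Of the mRNAs, 1099 were higher and 623 lower in microoxic conditions, and 831 were higher and 642 lower in hyperoxic conditions. The sRNAs numbered 102 higher and 144 lower in microoxic conditions, against 78 and 84 in hyperoxic conditions. For tRNAs the numbers were 26 and 8, then 8 and 14. Of the rRNAs, 2 were higher and 4 lower in microoxic conditions and 4 were higher in hyperoxic conditions. All 3 RNA-processing RNAs were lower in microoxic and 1 in hyperoxic conditions.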

Since the samples were treated to remove rRNAs (*Materials and Methods*), we eliminated data corresponding to 5S, 16S, and 23S rRNAs from our analysis, on the basis that differences in rRNA may reflect processing.

Of these 2896 TUs (1234 in microoxic, and 1662 in hyperoxic), 2119 had a significant expression change in only one of the test conditions, 643 showed a similar response under both, while 134 had opposing expression under microoxic *vs.* hyperoxic environments (Figure 2). 

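Of the TUs called in microoxic conditions only, 769 were higher and 465 lower, which makes 1234. In hyperoxic conditions only, 461 were higher and 424 lower, which makes 885. TUs called in both treatments numbered 393 higher in both, 250 lower in both, 67 higher in microoxic and lower in hyperoxic conditions, and 67 the other way round. Both treatments were compared with the same control value, so their ratios share its chance deviation. Across the protein-coding TUs past the minimum, which are not independent replicates, the correlation of the log2FC values was 0.389 and their covariance 0.412. In 100 simulations with no treatment effect, in which all of the observed variance came from noise in 3 control and 2 treated libraries, the values were 0.401 and 0.424. The log2FC had the same sign in both treatments for 63.2% of these TUs. Over all these TUs together, the simulated correlation was as high as the observed one. With all variance taken as noise, it follows from the numbers of libraries alone. The simulated covariance is that correlation scaled by the observed variances, so it is not a second comparison. How much of the observed variance is noise cannot be computed from 1 value per condition. The simulations therefore do not decide whether the shared control alone gives the observed correlation. Across 10 groups of these TUs by mean value, the observed correlation went from 0.586 in the lowest group to 0.253 in the highest. The simulations were not run by group. They took the libraries as equally noisy, although control replicate 2 held only 74997 reads in chromosomal protein-coding genes. Whether a shared control gives the correlation of each group was therefore not tested. The numbers of TUs called in the same direction do not by themselves show a shared response.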

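Figure 7 of the paper names 20 genes of tetrapyrrole synthesis, a list that the study drew up from these samples. Of these, 4 were higher and 6 lower in microoxic conditions, with a median log2FC of -0.28, and 1 was higher and 5 were lower in hyperoxic conditions, with a median of -0.24. The hyperoxic median lay at percentile 2.11 of the random lists, and at percentile 7.52 when these were drawn from the same replicon as each member. The list holds the near-identical pairs AM1_C0108 and AM1_C0205, and AM1_C0107 and AM1_C0204, which share reads but enter as separate genes. Both genes of the first pair are among the lower ones in each treatment. AM1_0466 was called in opposite directions in the 2 treatments. Outside this list, AM1_1222 and AM1_1223, which encode proteins of iron-sulfur cluster assembly, were called lower in microoxic and higher in hyperoxic conditions.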

Interestingly, among the genes with opposed expression profiles, five genes (two of them colocalized in the same genomic region) encode proteins involved in the metabolism of tetrapyrrole molecules (Table 2). Two out of five accumulated mainly under microoxic conditions (Log_2_FC >5), including *AM1_0465* encoding the oxygen-dependent Mg-protoporphyrin IX monomethyl ester cyclase (AcsF), and *AM1_0466* encoding a heme oxygenase (HO). In contrast, the transcripts of the genes encoding the three subunits of the light-independent protochlorophyllide reductase (ChlN, *AM1_1444*, ChlL, *AM1_1445*, and ChlB, *AM1_1539*) were significantly reduced under microoxic conditions. Similarly, the gene *AM1_4366*, encoding the uroporphyrin-III C-methyltransferase (cysG) at the branching point for the B12 (cobalamin) synthetic pathway, was significantly reduced under microoxic conditions. 

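AM1_0465 lies on the minus strand of the chromosome from 442514 to 443581, and AM1_0466 on the plus strand from 443903 to 444631. The value of AM1_0465 was 9 in control, 1078 in microoxic and 5 in hyperoxic conditions, which gives a log2FC of 6.75 in microoxic conditions. AM1_0466 rose from 17 to 1132, a log2FC of 5.98, and was 8 in hyperoxic conditions, at the limit of the call. With AM1_0467, a gene for coproporphyrinogen III oxidase, they form a run whose median log2FC was 6.75 in microoxic and -0.74 in hyperoxic conditions.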

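ChlN (AM1_1444) fell from 489 to 88, a log2FC of -2.46. ChlL (AM1_1445), the iron-sulfur subunit that passes electrons to the catalytic pair, fell from 1165 to 340 (-1.77). ChlB (AM1_1539) fell from 955 to 293 (-1.70).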

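The value of AM1_4366 in microoxic conditions was 83, a log2FC of -0.67 that did not reach the call. In hyperoxic conditions it rose to 319, a log2FC of 1.26.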

Another group of genes (*AM1_1222*, *AM1_1223*, and *AM1_1224*) in which expression was reduced under microoxic conditions, was the operon (SufBCD) coding for the proteins involved in the assembly of iron-sulfur clusters (Shen *et al.* 2007) (Table 2).

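SufD (AM1_1222) fell from 88 to 23 in microoxic conditions (log2FC -1.89), and SufC (AM1_1223), the ATPase of the complex, fell from 304 to 105 (-1.52). SufB (AM1_1224) had values of 137 in control and 97 in microoxic conditions (-0.49), below the call. In hyperoxic conditions all 3 genes rose, SufD to 269 (1.60), SufC to 2019 (2.73) and SufB to 745 (2.43). Their median log2FC was -1.52 in microoxic and 2.43 in hyperoxic conditions.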

**Figure 2:**
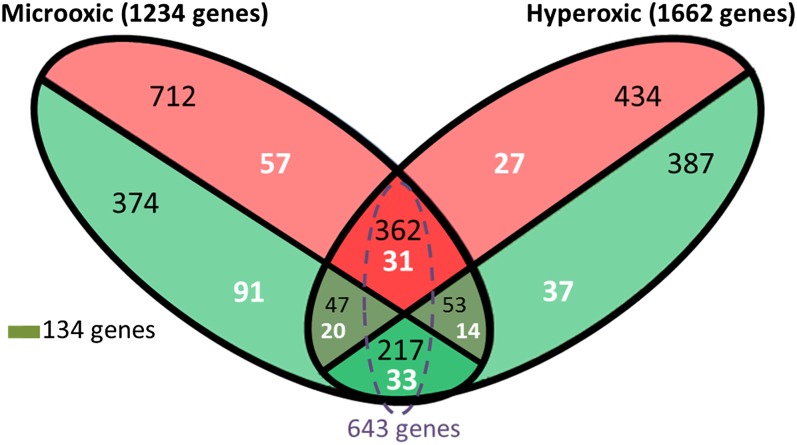
Venn diagram showing transcriptional units differentially expressed under microoxic and hyperoxic conditions. The red and green ellipsoid areas represent genes up regulated and downregulated, respectively. The number of differentially expressed sRNAs is shown in white, while the number of mRNAs is shown in black. The sum of some areas is shown to facilitate understanding of our results.

**Table 2:** Expression levels of genes discussed in the text

Gene	Product	Expression Control	Expression Microoxic	Expression Hyperoxic	Log_2_ (Microoxic/Control)	Log_2_ (Hyperoxic/Control)
AM1_4394	PSI assembly protein, Ycf37	534	433	525	−0.30	−0.02
AM1_2827	PSI assembly protein, Ycf3	971	636	649	−0.61	−0.58
AM1_1082	PSI assembly protein, Ycf4	319	346	297	0.12	−0.10
AM1_2457	PSI core protein, PsaA	27,521	11,603	45,090	−1.25	0.71
AM1_2458	PSI core protein, PsaB	25,295	8553	27,164	−1.56	0.10
AM1_1660	PSI ferredoxin protein, PsaC	79,831	18,946	44,342	−2.07	−0.85
AM1_5144	PSI protein, PsaD	12,271	3740	6069	−1.71	−1.02
AM1_2503	PSI protein, PsaE	13,114	3720	4762	−1.82	−1.46
AM1_1440	PSI protein, PsaF	18,274	6802	16,128	−1.43	−0.18
AM1_1439	PSI protein, PsaJ	26,686	10,852	24,983	−1.30	−0.10
AM1_1120	PSI protein, PsaK	5411	2674	2936	−1.02	−0.88
AM1_1637	PSI protein, PsaK	5345	2635	3063	−1.02	−0.80
AM1_1437	PSI protein, PsaL	13,970	3888	6404	−1.84	−1.13
AM1_6426	PSI protein, PsaM	85,093	14,553	27,494	−2.55	−1.63
AM1_0448	PSII D1 protein, PsbA	40	251	25	2.62	−0.66
AM1_2166	PSII D1 protein, PsbA	14,425	6869	42,113	−1.07	1.55
AM1_2889	PSII D1 protein, PsbA	19,376	5675	65,901	−1.77	1.77
AM1_2026	PSII CP47 protein, PsbB	10,087	2155	6568	−2.23	−0.62
AM1_1084	PSII CP43 protein, PsbC	4186	1012	4094	−2.05	−0.03
AM1_4084	PSII D2 protein, PsbD	9385	4764	26,427	−0.98	1.49
AM1_1083	PSII D2 protein, PsbD	9452	4747	19,155	−0.99	1.02
AM1_6045	PSII D2 protein, PsbD	42	12	45	−1.73	0.10
AM1_1130	Cytochrome b559 alpha subunit, PsbE	47	21	33	−1.13	−0.50
AM1_2630	Cytochrome b559 alpha subunit, PsbE	34,459	11,070	17,313	−1.64	−0.99
AM1_1129	Cytochrome b559 beta subunit, PsbF	20	20	20	0.00	0.00
AM1_5512	PSII 10 kDa phosphoprotein, PsbH	14,928	3783	12,054	−1.98	−0.31
AM1_3799	PSII protein, PsbI	9360	3927	4252	−1.25	−1.14
AM1_2629	PSII protein, PsbJ	7734	5426	17,622	−0.51	1.19
AM1_3851	PSII protein, PsbK	55,059	12,799	28,992	−2.10	−0.93
AM1_6425	PSII subunit, PsbL	9796	4483	11,606	−1.13	0.24
AM1_2024	PSII protein, PsbM	1021	128	465	−2.99	−1.13
AM1_5511	PSII protein, PsbN	125	25	116	−2.28	−0.11
AM1_0526	PSII manganese-stabilizing protein, PsbO	6217	1533	5680	−2.02	−0.13
AM1_0613	PSII protein, PsbP	767	460	908	−0.74	0.24
AM1_3795	PSII protein, PsbQ	8045	3177	4092	−1.34	−0.98
AM1_5050	PSII protein, PsbT	247	61	97	−2.00	−1.34
AM1_G0114	PSII 12 kDa extrinsic protein, PsbU	132	312	28	1.23	−2.20
AM1_D0138	PSII 12 kDa extrinsic protein, PsbU	481	438	1245	−0.13	1.37
AM1_3966	PSII 12 kDa extrinsic protein, PsbU	5964	2305	4019	−1.37	−0.57
AM1_5046	PSII 12 kDa extrinsic protein, PsbU	687	250	52	−1.45	−3.70
AM1_3885	Cytochrome c550 subunit of PSII, PsbV	14,802	7281	18,762	−1.02	0.34
AM1_3886	Cytochrome c550 PsbV-like protein	2641	272	1332	−3.27	−0.99
AM1_2120	PSII protein, PsbX	1297	1064	644	−0.29	−1.01
AM1_2631	PSII stability/assembly factor, Ycf48	454	259	209	−0.81	−1.12
AM1_1011	PSII protein, PsbZ	18,302	14,120	6270	−0.37	−1.55
AM1_4426	PSII protein, Psb27	459	331	120	−0.47	−1.93
AM1_5552	PSII protein, Psb28	178	284	254	0.67	0.51
AM1_4891	PSII biogenesis protein, Psb29	157	169	180	0.11	0.20
AM1_C0117	R-phycocyanin-2 subunit alpha	392	67	626	−2.53	0.67
AM1_1558	Allophycocyanin alpha subunit, ApcA	17	43	83	1.29	2.22
AM1_4469	Allophycocyanin alpha subunit, ApcA	30	31	11	0.05	−1.37
AM1_5810	Allophycocyanin alpha subunit, ApcA	3	3	14	0.00	1.91
AM1_2376	Allophycocyanin beta subunit, ApcB	4936	5426	6393	0.14	0.37
AM1_C0213	Phycocyanin alpha subunit, CpcA	17,975	4996	8646	−1.85	−1.06
AM1_C0096	Phycocyanin alpha subunit, CpcA	18,218	4972	8449	−1.87	−1.11
AM1_C0099	Phycocyanin alpha subunit, CpcA	16,251	3657	3128	−2.15	−2.38
AM1_C0191	Phycocyanin alpha subunit, CpcA	16,262	3657	3158	−2.15	−2.36
AM1_C0100	Phycocyanin beta subunit, CpcB	9490	3987	5119	−1.25	−0.89
AM1_C0192	Phycocyanin beta subunit, CpcB	18,438	6232	11,198	−1.56	−0.72
AM1_C0212	Phycocyanin beta subunit, CpcB	32,682	7338	60,428	−2.15	0.89
AM1_C0098	Phycocyanin beta subunit, CpcB	42,155	8403	23,434	−2.33	−0.85
AM1_C0215	PBS 32.1 kDa linker polypeptide, CpcC	8683	2494	5084	−1.80	−0.77
AM1_C0094	PBS 32.1 kDa linker polypeptide, CpcC	8631	2477	4950	−1.80	−0.80
AM1_C0093	PBS linker protein, CpcD	19,292	6719	16,086	−1.52	−0.26
AM1_C0216	PBS linker protein, CpcD	18,769	6471	16,609	−1.54	−0.18
AM1_C0118	Phycocyanobilin lyase subunit alpha, CpcE	438	255	500	−0.78	0.19
AM1_C0272	Phycocyanobilin lyase subunit beta, CpcF	1156	731	971	−0.66	−0.25
AM1_C0203	PBS rod-core linker polypeptide, CpcG	2103	933	1711	−1.17	−0.30
AM1_C0092	PBS rod-core linker polypeptide, CpcG	4398	1669	1772	−1.40	−1.31
AM1_C0102	PBS rod-core linker polypeptide, CpcG	4182	1090	2122	−1.94	−0.98
AM1_0450	Rieske iron-sulfur (cyt b6f) fusion protein	16	276	10	4.03	−0.63
AM1_1552	Transcriptional regulator, ChlR	21	82	58	1.92	1.42
AM1_0465	Oxygen-dependent MPE-cyclase, AcsF	16	1406	6	6.37	−1.28
AM1_0466	Heme oxygenase	33	1266	7	5.22	−2.09
AM1_1444	D-POR, ChlN	720	126	940	−2.51	0.38
AM1_1445	D-POR, ChlL	1657	421	3533	−1.97	1.09
AM1_1539	D-POR, ChlB	1659	417	2684	−1.99	0.69
AM1_4366	Uroporphyrin-III C-methyltransferase, CysG	195	92	430	−1.08	1.14
AM1_2801	Protein with homology to HemJ	182	178	162	−0.03	−0.17
AM1_0467	O_2_-independent coproporphyrinogen III oxidase, HemN	6	822	5	6.88	−0.22
AM1_1283	O_2_-independent coproporphyrinogen III oxidase, HemN	53	46	44	−0.20	−0.26
AM1_0615	Coproporphyrinogen III oxidase, aerobic, HemF	192	103	102	−0.89	−0.91
AM1_2295	Oxygen-dependent MPE-cyclase, AcsF	3331	1722	3430	−0.95	0.04
AM1_1959	Ferrochelatase, HemH	74	57	50	−0.37	−0.56
AM1_C0204	Ferrochelatase, HemH	946	788	762	−0.26	−0.31
AM1_C0107	Ferrochelatase, HemH	907	729	745	−0.31	−0.28
AM1_3193	High light inducible protein, HLIP	21,383	4241	38,036	−2.33	0.83
AM1_3366	High light inducible protein, HLIP	2	16	2	2.50	0.00
AM1_1222	FeS assembly protein, SufD	123	17	273	−2.78	1.14
AM1_1223	FeS assembly ATPase, SufC	416	80	2067	−2.36	2.31
AM1_1224	FeS assembly protein, SufB	177	30	745	−2.52	2.07
AM1_5239	Copper/Zinc superoxide dismutase, SodCC	38	100	27	1.37	−0.48
AM1_2962	Mn/Fe-containing superoxide dismutase, Sod	98	168	126	0.77	0.36
AM1_3669	Mn/Fe-containing superoxide dismutase, Sod	1061	1004	1779	−0.08	0.75
AM1_0511	Ni-containing superoxide dismutase, SodN	2744	1868	4456	−0.55	0.70
AM1_3715	Catalase/peroxidase HPI, KatG	122	55	1118	−1.14	3.19
AM1_3681	Glutathione-disulfide reductase, Gor	88	62	168	−0.50	0.93
AM1_A0300	Peroxidase/ antioxidant protein	40	21	44	−0.90	0.13
AM1_0449	Rhodanese domain protein	31	281	0	3.14	−5.00
AM1_0451	Conserved hypothetical protein	3	276	0	6.11	−2.00

Expression values refer to RPKM normalized by the upper quartile of gene expression. MPE, Mg-protoporphyrin IX monomethyl ester; D-POR, protochlorophyllide reductase; PSI, Photosystem I; PSII, Photosystem II; PBS, Phycobilisome.

### Functional composition of the set of differentially expressed genes

An EADEG was applied to identify functional categories significantly affected by our treatments. After a preliminary examination of the categorical classifications available in the Cyanobase, KEGG, and GO databases, we elected to use the KEGG and GO databases for categorization, because they cover a larger number of genes compared to Cyanobase (Table S1). The results for both databases indicated that, under microoxic conditions, a significant number of genes encoding subunits of both photosystems, as well as phycobilisomes (PBS) are downregulated, having a FDR <0.05 (Table S4). 

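Of the 78 genes in the KEGG category Photosynthesis, 29 were lower and 2 higher in microoxic conditions, with a median log2FC of -0.67. In the KEGG category of antenna proteins, 14 of 18 genes were lower and none was higher. In hyperoxic conditions, 11 genes of the Photosynthesis category were lower and 4 higher, with a median of -0.35, and 8 antenna genes were lower. The copy of Table S1 used here holds the first 1999 of 3244 KEGG entries, 1999 of 12812 GO entries and 1999 of 8469 Cyanobase entries, so no enrichment test was run on it, and genes were tallied only for categories it holds in full. From its enrichment tests on the genes lower in microoxic conditions, the paper states that a significant number of the genes for subunits of both photosystems and of phycobilisomes are lower.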

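Among the genes annotated as recombinase A, a strand-exchange protein of DNA repair, AM1_5031 rose from 82 to 1063 in microoxic conditions, AM1_5483 from 59 to 724 and AM1_D0276 on pREB4 from 26 to 317. The recombinase A gene AM1_3550 had values of 60 in control, 45 in microoxic and 27 in hyperoxic conditions. Of the 7 genes so annotated, counted after their values were seen, the other 6 were called higher in microoxic conditions. A list of 27 measured genes of DNA repair and recombination, fixed by their annotation, had 9 members higher and none lower in microoxic conditions, with a median log2FC of 0.46 at percentile 90.2 of the random lists. In hyperoxic conditions none of its members was higher and 3 were lower, with a median of 0.07, or -0.05 after centring.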

The results using the KEGG database categories did not show any significant upregulation for categories, while using the GO database classification, DNA processing reactions showed a significant upregulation under microoxic conditions (Figure 3). 

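Of 52 genes for ribosomal proteins, 10 were lower and 2 higher in hyperoxic conditions. L3 (AM1_4696) fell to 23 (log2FC -2.30), S19 (AM1_4700) from 501 to 104 and L2 (AM1_4699) from 489 to 129, and the neighbouring genes from AM1_4696 to AM1_4702 were all called lower. With a median log2FC of -0.42, the list lay lower than any of the 10000 random lists. These neighbours make up 7 of its 10 lower genes, whereas random lists do not keep neighbours together. The percentile can therefore overstate how unusual the list is. In microoxic conditions, 6 ribosomal protein genes were higher, among them S15 (AM1_5420, 490 to 1599), L3 (AM1_4696) at 368 and L21 (AM1_3632, 1256 to 3576), and 1 was lower. Their median of 0.21 became 0.01 after centring. Among the genes of aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 24 were measured. In hyperoxic conditions 2 of them were lower, including the alpha subunit for phenylalanine (AM1_1373, 92 to 40), and none was higher, with a median of -0.00. In microoxic conditions 5 were higher, led by the beta subunit for phenylalanine (AM1_0314, 68 to 986), and none was lower, with a median of 0.47. Among these calls, that of the arginyl-tRNA synthetase AM1_4538, at 1.14, ended after centring (0.95). The list of tRNA genes, which takes in 3 enzymes of tRNA modification, had 70 members past the minimum, of which 8 were higher and 14 lower in hyperoxic conditions (median -0.25) and 27 were higher and 8 lower in microoxic conditions (median 0.14, or -0.06 after centring). The Leu tRNA AM1_0306 rose from 48 to 2177 and the Tyr tRNA AM1_0298 to 4478 (log2FC 5.01) in microoxic conditions. Of the 96 genes in the KEGG category Aminoacyl-tRNA biosynthesis, 14 were lower and 9 higher in hyperoxic conditions, and 8 were lower and 29 higher in microoxic conditions.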

Although increased concentrations of O_2_ in the medium caused a significant downregulation of genes encoding subunits of the ribosome, and proteins involved in RNA translation, none of these categories were significantly upregulated (Figure 3). Nevertheless, these results should be viewed with caution, since >57% of the proteins-coding genes in *Acaryochloris* lack any annotated function, *i.e.*, they are not categorized under any biological function.

**Figure 3:**
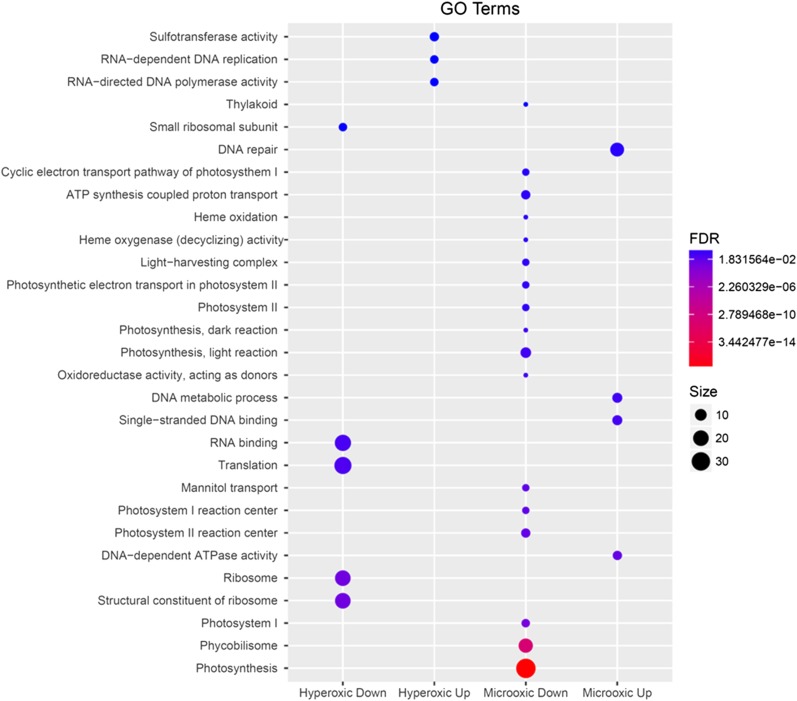
Representation of the results obtained after a standard functional enrichment analysis of differentially expressed genes using GO terms. Only categories with a FDR < 0.1 are shown (all other results are available in Table S4). The size of the circles is proportional to the number of genes in that category, reflecting differential expression, while color indicates their confidence level or FDR value. The graph was generated using the R package ggplot2.

### Protein-coding genes differentially expressed within significantly affected categories

Based on results of our EADEG, genes encoding proteins involved in light harvesting, and subunits of both photosystems, were among the most affected by altered O_2_ levels in the cultures. 

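In microoxic conditions, 10 of the 11 PSI subunit genes of Table 2 were called lower, a list that the study chose on these samples. The small subunit psaM had a log2FC of -1.97 and psaB, which binds the reaction center chlorophylls with psaA, a log2FC of -1.85. The subunit psaK (AM1_1637) fell from 6451 to 2153 (-1.58). In hyperoxic conditions 3 subunits were lower, psaK at 2643 (-1.29), psaM (-1.10) and psaD (AM1_5144), which went from 8085 to 4038, and psaA had a log2FC of 0.34. Centring added the microoxic call of psaJ (AM1_1439, -1.01) and the hyperoxic calls of AM1_1120 (psaK, -1.01) and AM1_2503 (psaE, -1.06), which makes 5 lower subunits in hyperoxic conditions. The median log2FC of the list was -1.31 in microoxic conditions, at percentile 3.56 of the random lists, and -0.78 in hyperoxic conditions, at percentile 0.62. Expression-matched scaling moved the microoxic median to -0.75.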

None of the genes encoding PSI subunits showed a positive regulation in either microoxic or hyperoxic environments. In fact, only three genes (*ycf3*, *ycf4*, and *ycf37*) involved in PSI assembly/stability (Dühring *et al.* 2006a; Ozawa *et al.* 2009; Boudreau *et al.* 1997) showed stable expression under microoxic conditions (Table 2). 

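Ycf3 (AM1_2827) had values of 721, 528 and 548 in control, microoxic and hyperoxic conditions, and Ycf37 (AM1_4394) values of 427, 328 and 517. Ycf4 (AM1_1082) had values of 283, 291 and 247. None of these changes reached the call. Their median log2FC was -0.38 in microoxic conditions, or -0.58 after centring, and -0.20 in hyperoxic conditions.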

A very similar downregulation was observed for genes localized in the plasmid pREB3, encoding the PBS subunits that form the phycocyanin units, and the linker proteins. 

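The phycocyanin alpha gene AM1_C0099 fell from 11573 to 4881 in microoxic conditions, and the rod-core linker CpcG (AM1_C0102), which joins a rod to its attachment site, from 3777 to 1276. The phycocyanin beta gene AM1_C0212 fell from 32692 to 13074. Of the 16 phycocyanin and linker genes of pREB3 in Table 2, 15 were lower and none was higher. In hyperoxic conditions 8 were lower, among them AM1_C0099 at 3234 and AM1_C0102 at 1642, whereas AM1_C0212 had a value of 35317. AM1_C0191, at 11595 in control and 3261 in hyperoxic conditions, had nearly the values of AM1_C0099. Copies like these can share reads, so the counts need not stand for separate genes. Another rod-core linker gene, AM1_C0092, had values of 5245, 4849 and 6398 in control, microoxic and hyperoxic conditions. For the list as a whole, which also holds 2 lyase genes that were not called, the median log2FC was -1.11 in microoxic conditions, or -0.66 with expression-matched scaling, and -0.82 in hyperoxic conditions. The list was chosen by the study on these samples. Reads on pREB3 differed widely between replicates, at 59313, 3494 and 172000 in the control libraries, 89808 and 104161 in the microoxic and 54028 and 163861 in the hyperoxic libraries.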

Only one (*AM1_1558*, *apcA*) of the genes encoding the allophycocyanin subunits showed increased expression levels, while expression of others (*AM1_4469*, *apcA*, *AM1_5810*, *apcA*, and *AM1_2376*, *apcB*) did not change. It is important to note that expression of *apcA* under all test conditions is 100–1000 times lower than that of *apcB*, and >10,000 times lower than some of the phycocyanin-binding apo-proteins (Table 2).

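AM1_1558 had a value of 19 in control and rose to 48 in microoxic (log2FC 1.29) and to 90 in hyperoxic conditions (2.19). The values of AM1_4469 were 38, 29 and 19, and those of AM1_2376, which encodes the beta subunit, 5679, 5974 and 5701. Neither was called, though the hyperoxic log2FC of AM1_4469, -0.96, passed the call after centring. AM1_5810 had values of 4, 6 and 14, whose sum lies below the minimum. Of the 3 measured genes, 1 was higher in each treatment, and their median log2FC was 0.07 in microoxic and 0.01 in hyperoxic conditions, or -0.12 in each after centring.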

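The value of apcB (AM1_2376) divided by that of apcA was 299 in control, 124 in microoxic and 63 in hyperoxic conditions for the copy AM1_1558. For AM1_4469 the ratio was 149, 206 and 300, and for AM1_5810 it was 1420, 996 and 407. The copies AM1_4469 and AM1_5810 had values below 50, where a difference of a few units moves the ratio.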

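Of the 34 PSII genes of Table 2, a list that the study chose on these samples, 16 were lower and 2 higher in microoxic conditions. AM1_3886, annotated as cytochrome c-550, fell from 1121 to 281. The paper names it a PsbV-like protein and gives AM1_3885 as the PsbV subunit. CP43 (AM1_1084), an inner antenna protein, fell from 2676 to 897. The small protein gene psbN (AM1_5511) rose from 229 to 1264, a log2FC of 2.46. In hyperoxic conditions 4 of the genes were higher and 4 lower, and Psb27 (AM1_4426), an assembly factor, fell from 397 to 140. The median log2FC of the list was -0.94 in microoxic conditions, at percentile 0.09 of the random lists, and -0.24 in hyperoxic conditions, at percentile 1.01.

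**Figure D1:**
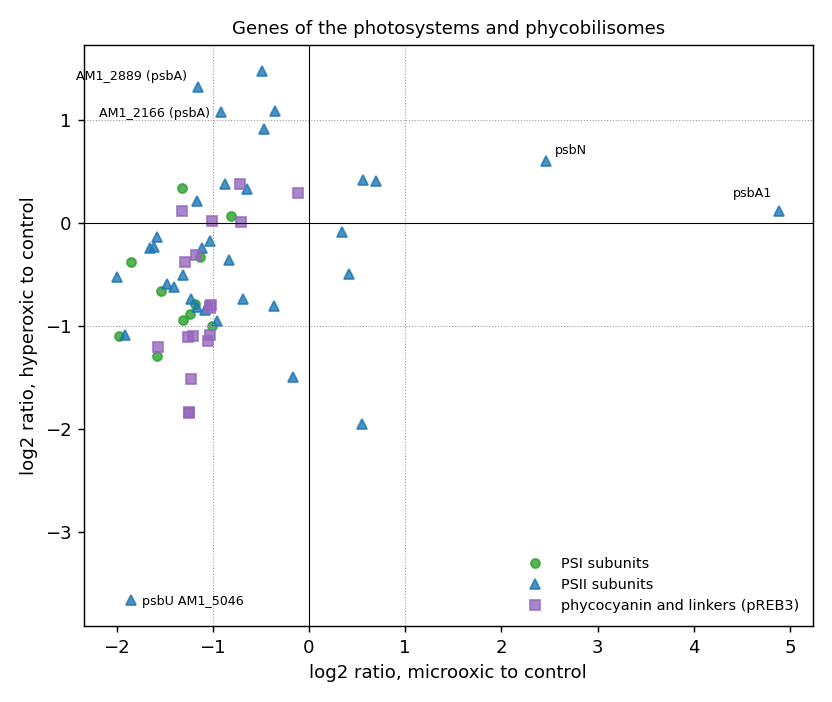
Log2FC in microoxic conditions (x axis) against log2FC in hyperoxic conditions (y axis) of the PSI subunits (circles), the PSII subunits (triangles) and the phycocyanin, linker and lyase genes of pREB3 (squares), 1 point per gene, with dotted lines at a log2FC of 1 and -1. Most points lie left of 0 on the x axis, psbA1 and psbN lie far to the right, and AM1_2889 and AM1_2166 lie at the upper left.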

The expression patterns of genes coding PSII subunits were similar to those of PSI and phycobiliprotein complexes under microoxic conditions (Figure 4). Exceptions were noted for the induction of the normally cryptic *psbA1* (*AM1_0448*) gene encoding the D1 protein (Summerfield *et al.* 2008), and the expression of one of the genes (*AM1_G0114*) encoding the PsbU subunit of the oxygen-evolving complex (Figure 4). 

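The psbA1 gene AM1_0448 lies on the minus strand of the chromosome from 428652 to 429743. Its value rose from 23 in control to 711 in microoxic conditions, a log2FC of 4.89, and was 25 in hyperoxic conditions (0.12). The psbU gene AM1_G0114 on pREB7 had values of 115 in control and 169 in microoxic conditions, a log2FC of 0.55 that did not reach the call.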

Under hyperoxic conditions, the expression of *psbA2* and *psbA3* (encoding the D1 protein) increased, as did that of the gene encoding the PsbJ subunit, and *AM1_D0138*, encoding another homolog of the PsbU subunit (Table 2).

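The psbA gene AM1_2166 rose from 11533 to 24312 (log2FC 1.08) and AM1_2889 rose to 41497 (1.31). The psbJ gene AM1_2629 rose from 5043 to 10731 (1.09). The D2 gene AM1_4084, whose product pairs with D1 in the reaction center, rose from 6293 to 17467 (1.47). AM1_D0138 on pREB4 had values of 635 and 735 (0.21) and was not called. Centring ended the calls of AM1_2166, at 0.95, and of AM1_2629, at 0.97.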

**Figure 4:**
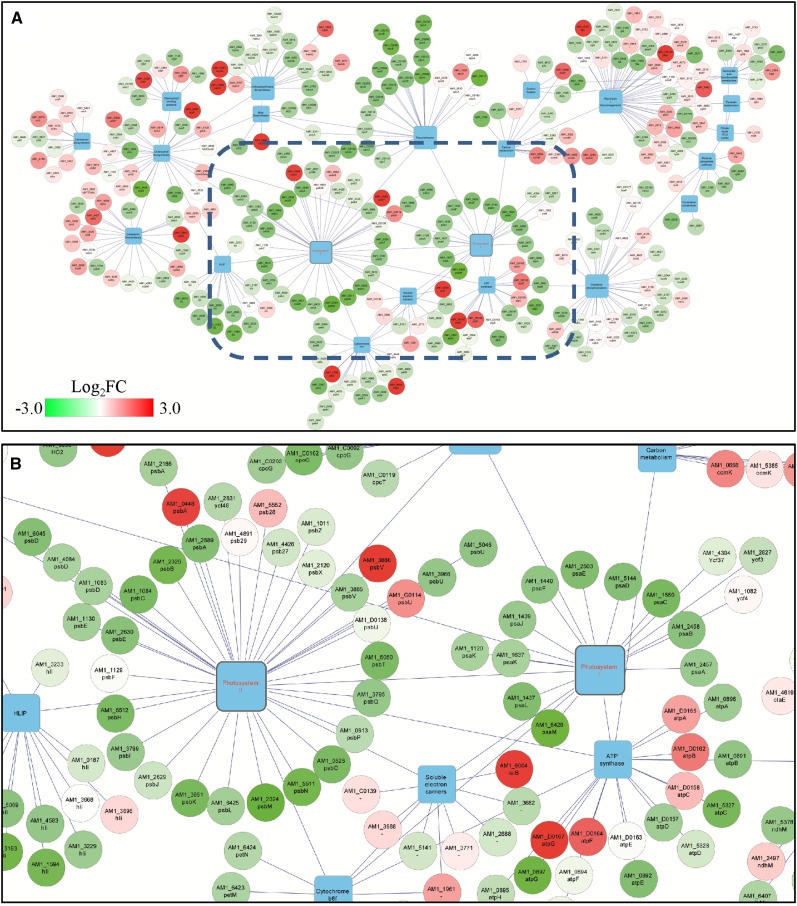
Expression data mapped onto gene network generated using Cytoscape (Lopes *et al.* 2010). Protein-coding genes (circular nodes) were linked to their associated KEGG pathway (square nodes), and colored based on their Log_2_FC (fold change) under microoxic compared with control conditions, according to the gradational color bar shown in the top panel. (A) KEGG pathways relevant to our results. The blue rectangle in (A) marks the part of the network that is enlarged in (B), showing PSI, PSII, soluble electron carriers, and ATP synthase complexes.

### Expression of ROS-scavenging genes

ROS are by-products of both respiration and photosynthesis. Thus, efficient scavenging is crucial to prevent photo-oxidative damage, especially in cyanobacteria, in which both processes occur simultaneously. Enzymes, like superoxide dismutase (SOD), efficiently scavenge the superoxide (O_2_^−^). In *Acaryochloris*, four open reading frames, *AM1_5239* (Cu^2+^/Zn^2+^-SOD), *AM1_2962* (Mn^2+^/Fe^2+^-SOD), *AM1_3669* (Mn^2+^/Fe^2+^-SOD), and *AM1_0511* (Ni-SOD), encode proteins resembling SOD. Of these, only *AM1_3669* and *AM1_0511* accumulated under hyperoxic conditions, but decreased under microoxic conditions (Figure 5). 

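AM1_3669 had values of 645 in control, 669 in microoxic and 1033 in hyperoxic conditions, and AM1_0511 had values of 3022, 2058 and 3121. The copper/zinc enzyme AM1_5239 had values of 35, 54 and 22, and AM1_2962 had values of 140, 125 and 95. None of the 4 genes was called in either treatment.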

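The catalase-peroxidase gene AM1_3715 lies on the chromosome from 3772298 to 3774853. Its value was 90 in control, fell to 42 in microoxic conditions (log2FC -1.08) and rose to 643 in hyperoxic conditions (2.82). The adjacent gene AM1_3714, annotated as a ferric uptake regulation protein of the Fur family, had values of 189, 171 and 1172, a log2FC of 2.63 in hyperoxic conditions.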

The highest induction of genes encoding scavenging proteins under hyperoxic conditions was for *AM1_3715* (catalase, *katG*) (log_2_FC > 3), which participates in the elimination of H_2_O_2_. 

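The value of AM1_A0300, annotated as a peroxidase and antioxidant protein on pREB1, was 128 in control, 66 in microoxic (log2FC -0.95, a call that centring makes) and 34 in hyperoxic conditions (-1.88). It was called lower in hyperoxic conditions, and after centring also in microoxic conditions, at -1.14. A putative peroxidase on pREB2 (AM1_B0386) rose from 63 to 157 in microoxic and to 149 in hyperoxic conditions. The bromoperoxidase AM1_1202 fell from 74 to 28 in microoxic conditions. Of the 12 genes of ROS scavenging in Figure 5 that are not glutathione S-transferases, a list the study chose on these samples, 1 was higher and 2 lower in microoxic conditions (median log2FC -0.13), and 2 were higher and 1 lower in hyperoxic conditions (median -0.09).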

Other genes, related to H_2_O_2_ scavenging, such as *AM1_A0300* (thiol-specific peroxidase), increased their expression under hyperoxic conditions, but had decreased expression under microoxic conditions. 

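Glutathione S-transferases conjugate glutathione to reactive compounds. The gene AM1_4752 rose from 31 to 232 in microoxic conditions and had a value of 39 in hyperoxic conditions. AM1_5488 rose to 319 in microoxic conditions (log2FC 1.57), and AM1_0859 rose from 68 to 172 and 137. Of the 8 genes of this family in Figure 5, which the study chose on these samples, 7 passed the minimum. Among these, 5 were higher in microoxic conditions with a median log2FC of 1.33, and 3 were higher in hyperoxic conditions with a median of 0.72. The hyperoxic calls of AM1_5488 and AM1_0859 stood at the limit and ended after centring, at 0.88. AM1_A0001, with values of 67 in control and 72 in microoxic conditions, is listed from 174 to 373616, nearly the whole of pREB1, so its value can hold reads of other genes.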

Interestingly, the genes encoding enzymes involved in glutathione metabolism either did not change markedly, or else their transcripts increased more under microoxic conditions than under hyperoxic conditions. The only gene for which expression under hyperoxic conditions was significantly higher than under control conditions was *AM1_3681*, encoding glutathione-disulfide reductase; its expression decreased with respect to the control under microoxic conditions (Figure 5).

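AM1_3681 had values of 58 in control and 56 in microoxic conditions. Its log2FC was -0.05 in microoxic and 0.87 in hyperoxic conditions, and neither reached the call.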

**Figure 5:**
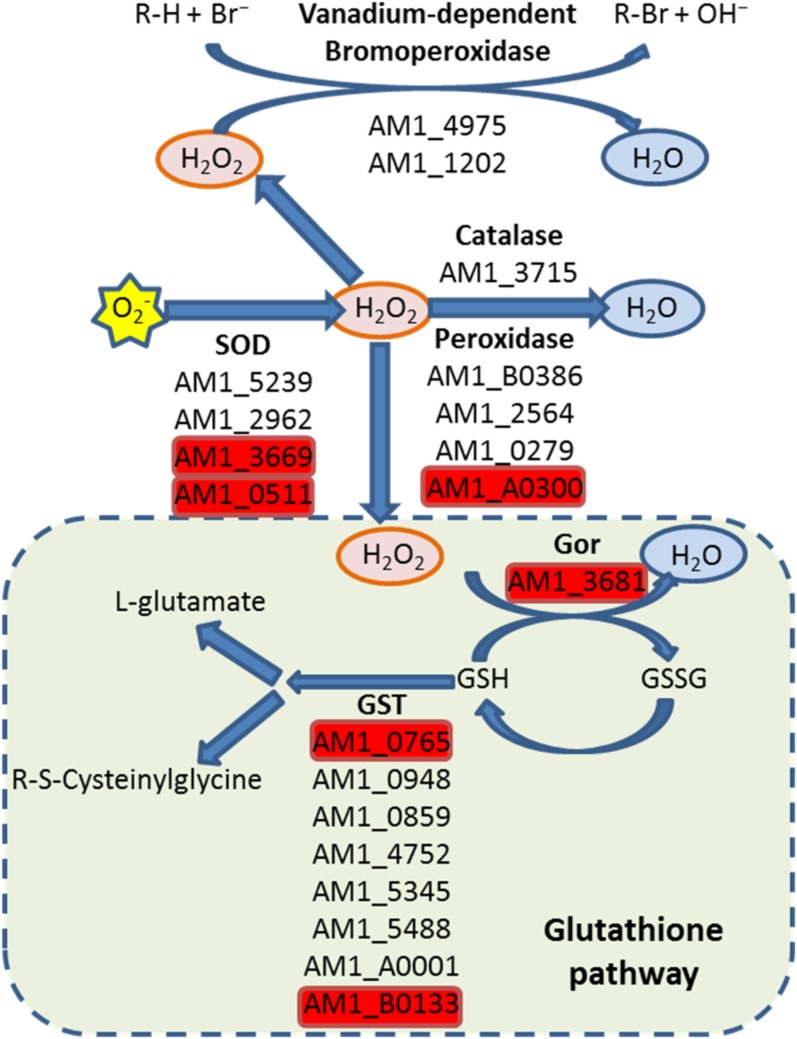
Putative ROS-scavenging pathways. Genes encoding antioxidant enzymes or involved in ROS-scavenging are shown under the reaction that they catalyze. Genes highlighted in red were identified as upregulated in the hyperoxic environment. SOD, Superoxide dismutase; Gor, Glutathione-disulfide reductase; GST, Glutathione S-transferase (GST); GSH, Glutathione; GSSG, Glutathione disulfide.

Terminal oxidases also play an important role in ROS prevention. The presence of terminal oxidases in the thylakoid membrane is key to balancing metabolic flow between the respiratory and photosynthetic electron transport chains, as well as reducing the amount of O_2_ in the vicinity of the thylakoid membrane thus, preventing ROS (Schmetterer 2016). In *Acaryochloris*, genes encoding four terminal oxidases have been previously annotated: (i) *AM1_4621* (*coxB*), AM1_4620 (*coxA*), and AM1_4619 (*coxC*), encoding subunits of a mitochondrial-type cytochrome *c* oxidase (cox) complex; (ii) *AM1_A0138*; (iii) *AM1_0843*; and (iv) *AM1_1551*, encoding plastidic-type terminal oxidases (ptox) (Schmetterer 2016). In *Anabaena variabilis*, *coxB*, the first gene within the cox locus (*coxBAC*), was apparently transcribed more often than the other two genes in the operon (Schmetterer *et al.* 2001). 

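Cytochrome c oxidase is the main terminal oxidase of aerobic respiration. The value of subunit II, encoded by AM1_4621, divided by that of subunit I (AM1_4620) was 3.91 in control, 3.80 in microoxic and 5.10 in hyperoxic conditions. Divided by that of subunit III (AM1_4619), it was 2.89, 3.88 and 5.70.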

A similar expression pattern is apparent in our results, with *coxB* (*AM1_4621*) transcript levels at least three times higher than the other two subunits (Figure S1A). In fact, *coxB* expression level increased up to eight times under hyperoxic conditions. 

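AM1_4621 had values of 434 in control, 365 in microoxic and 633 in hyperoxic conditions. The hyperoxic log2FC of 0.54 did not reach the call.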

The expression of *coxA* and *coxC* showed no significant changes under altered O_2_ conditions. 

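AM1_4620 had values of 111, 96 and 124 in control, microoxic and hyperoxic conditions, and AM1_4619 had values of 150, 94 and 111. None of these differences reached the call.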

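AM1_1551, annotated as an alternative oxidase, which passes electrons from quinol to O_2_, rose from 253 in control to 2976 in microoxic conditions, a log2FC of 3.55. In hyperoxic conditions it fell to 92 (-1.45). AM1_A0138 on pREB1 had values of 10, 11 and 12 in control, microoxic and hyperoxic conditions, and AM1_0483, also annotated as an alternative oxidase, had values of 6, 4 and 7. AM1_0843, which the paper lists among these oxidases in another place, is annotated as a hypothetical protein. It had a value of 288 in control and fell to 135 in hyperoxic conditions (-1.09). Of the terminal oxidase genes the paper lists there, 5 were measured, with 1 higher and none lower in microoxic conditions (median log2FC -0.25) and none higher and 2 lower in hyperoxic conditions (median -0.43).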

Intriguingly, the expression of two (*AM1_A0138* and *AM1_0483*) of the three ptox genes was very low under all conditions, while the expression level of *AM1_1551* was >45 times higher under microoxic than under control conditions (Figure S1B).

### Potential transacting sRNAs involved in the adaptation to aerobic variations

Alignment of the reads resulted in a large number of sRNAs corresponding to either UTRs or intergenic ncRNAs. We differentiated sRNAs within these two main groups, based on whether the distance between the detected sRNA and the closest annotated mRNA was ≤20 nucleotides (in the case of UTRs), or >20 nucleotides (in the case of ncRNAs). The transcription start site and orientation of the transcript were determined from predictions obtained using algorithms embedded in PePPER (de Jong *et al.* 2012). 

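Of the 248 called sRNAs on the chromosome, 194 lie within 20 nucleotides of the closest protein-coding gene and 54 lie farther away, by the transcript bounds in the deposited tables. With a limit of 50 nucleotides, 207 lie within it and 41 beyond.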

Using this criterion for the 248 differentially expressed chromosome-detected transcripts, we identified 190 sRNAs as UTRs and 58 as ncRNAs. 

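AM1_NC96, with values of 2901, 1276 and 2237 in control, microoxic and hyperoxic conditions, lies next to the HLIP gene AM1_1279, which had values of 7373, 3867 and 3927. AM1_NC169, next to AM1_2366, had values of 385, 782 and 296. AM1_NC181 had values of 1686, 821 and 1748, in another order than the adjacent gene AM1_2510 at 468, 549 and 515. AM1_NC24, at 1706, 491 and 2730, lies 367 nucleotides from the closest gene, AM1_0371. The authors' deposited table of called TUs gives 21566, 4680 and 23373 under AM1_NC24, 4260, 1142 and 6825 under AM1_NC96, and 2620, 6560 and 1201 under AM1_NC169, so these names can stand for other RNAs there. Of the 194 sRNAs next to a gene, 109 (56.2%) had the 3 conditions in the same order as that gene, against 16.6% when the gene was drawn at random. The rank coefficient was above 0.6 for 113 of them (58.2%) and below 0 for 13. With 3 conditions and no ties this coefficient can only take the values 1, 0.5, -0.5 and -1, so no test was made of it.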

The UTR expression level was mostly correlated (Spearman correlation coefficient, *r*_S_ > 0.6) with the closest gene, except for four of the sRNAs (AM1_NC24, AM1_NC96, AM1_NC169, and AM1_NC181) (Figure S2).

Some of the intergenic ncRNAs were among the most highly expressed transcripts under all three conditions profiled (Table 1). 

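AM1_NC261, which lies 110 nucleotides from the closest gene, fell from 24787 in control to 810 in microoxic and 1268 in hyperoxic conditions. AM1_NC172, at a distance of 465 nucleotides, rose from 5987 to 13680 and 16770. AM1_NC126, at 214 nucleotides, rose from 6587 to 14887 in microoxic conditions, a call that ended after centring (log2FC 0.98), and had a value of 5130 in hyperoxic conditions. AM1_NC36 fell from 58840 to 4081 in microoxic conditions and rose to 207512 in hyperoxic conditions, but it lies 1 nucleotide from a gene. AM1_NC261 and AM1_NC172 were chosen after their values were seen.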

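Among the sRNAs farther than 20 nucleotides from a gene, 2 were called in opposite directions. AM1_NC12, at 185067 to 185274 on the chromosome, fell from 1655 to 195 in microoxic conditions and rose to 4403 in hyperoxic conditions. AM1_NC23, at 337974 to 338359, fell from 2038 to 316 and rose to 4480. AM1_NC23 was singled out after its values were seen. The closest genes, AM1_0180 and AM1_0368, are annotated as hypothetical proteins and had the 3 conditions in the same order as these RNAs.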

Of the 58 differentially expressed ncRNAs localized in the chromosome, only six showed significant opposing expression profiles for microoxic and hyperoxic conditions. Three were less abundant under microoxic conditions (AM1_NC12, AM1_NC161, and AM1_NC254), while transcripts for the other three (AM1_NC270, AM1_NC256, and AM1_NC315) were enhanced in the hyperoxic culture (Figure 6). 

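In the full tables, AM1_NC161 had values of 218, 426 and 139 in control, microoxic and hyperoxic conditions, and AM1_NC254 had values of 4674, 1792 and 8812. AM1_NC270 had values of 82, 387 and 148, AM1_NC256 values of 825, 943 and 1108, and AM1_NC315 values of 94, 415 and 56. The authors' deposited table of called TUs gives other values under these names, 1835, 749 and 5738 for AM1_NC161, 4674, 1792 and 9912 for AM1_NC254, and 3018, 8403 and 1422 for AM1_NC270. For AM1_NC256 the authors' deposited table gives 210, 577 and 75, and for AM1_NC315 it gives 161, 663 and 17. A number can therefore stand for another RNA in the other table.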

Given that most bacterial ncRNAs act through sequence-specific binding to regions close to the ribosome-binding site of mRNAs, we sought to predict potential RNA targets using a window of 275 nucleotides around their respective start codons. Setting a *p*-value threshold of 0.01 for results obtained from the IntaRNA server, the number of predicted targets was 95 for AM1_NC6, 96 for AM1_NC246, 50 for AM1_NC137, 89 for AM1_NC276, 45 for AM1_NC249, and 84 for AM1_NC323. The number of targets was much larger than expected based on available literature. To reduce these targets, as well as the number of false positives, we calculated the correlation between the numbers of reads obtained for each of the three conditions. We reasoned that any potential target should show an inverse correlation with the particular ncRNA, given that most bacterial ncRNAs act as negative regulators of gene expression, even when other mechanisms cannot be disregarded (Storz *et al.* 2011). Defining a threshold of *r*_S_ ≤ −0.5 for inverse correlation, the list of candidates was reduced to 38 potential targets for AM1_NC12, 43 for AM1_NC254, 22 for AM1_NC161, 21 for AM1_NC270, 15 for AM1_NC256, and 24 for AM1_NC315 (Table S5). Functional enrichment analyses of these targets returned significant results (FDR < 0.05) for only two ncRNAs: AM1_NC6 and AM1_NC276. Specifically, AM1_NC6 targets were significantly enriched in genes involved on “DNA integration,” while AM1_NC276 targets showed enrichment in genes encoding proteins involved in “aerobic respiration” (Table 3).

**Figure 6:**
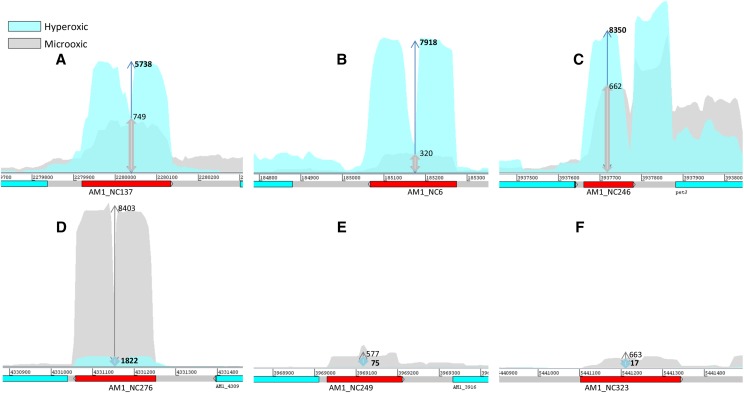
Noncoding RNAs regulated in opposing directions, under the two oxygen treatment conditions. (A–C) were induced under hyperoxic conditions; while (D–F) were induced under microoxic conditions. The arrows and the numbers adjacent to them represent relative expression. Chromosome coordinates are given above the gene representation. RPKM, reads per kilobase per million mapped reads.

**Table 3:** Functional enrichment analysis of the predicted targets for intergenic small noncoding RNAs targets

GO ID	Function	Targets of AM1_NC276	*P*-Value	FDR
**GO:0009060**	**Aerobic respiration**	**2**	**5.29 × 10^−6^**	**0.006**
GO:0020037	Heme binding	2	0.0014	0.839
GO:0005506	Iron ion binding	2	0.0026	1
GO:0009055	Electron carrier activity	2	0.0059	1
GO:0019898	Extrinsic to membrane	1	0.0083	1
GO:0042549	Photosystem II stabilization	1	0.0083	1
GO:0009654	Oxygen evolving complex	1	0.0097	1
GO ID	Function	Targets of AM1_NC6	*P*-Value	FDR
**GO:0015074**	**DNA integration**	**5**	**5.71 × 10^−5^**	**0.048**
GO:0003676	Nucleic acid binding	5	0.0036	0.985
GO:0003952	NAD+ synthase (glutamine-hydrolyzing) activity	1	0.0074	0.985
GO:0004127	Cytidylate kinase activity	1	0.0074	0.985
GO:0004553	Hydrolase activity, hydrolyzing O-glycosyl compounds	2	0.0023	0.985
GO:0004592	Pantoate-beta-alanine ligase activity	1	0.0074	0.985

Our analysis was performed similarly to the enrichment analysis of differentially expressed genes described in the *Materials and Methods*. The top six categories with the lowest *p*-values are shown. Only GO categories having a FDR ≤ 0.05 (in bold) were considered significant.

## Discussion

In the laboratory, *Acaryochloris* can grow as a free-living form, under conditions very different from those in which it was initially isolated. In nature, it forms part of an algal mat, associated with colonial ascidians (Miyashita *et al.* 1996). It has been speculated that the multiplicity of homologous genes, and the relatively large genome size, of *Acaryochloris* reflect its evolutionary adaptation to its niche (Swingley *et al.* 2008), in contrast to the reduced genome size of the picoplanktonic *Prochlorococcus* genus (Delaye and Moya 2010; Dufresne *et al.* 2005). Here, we have shown that, under different O_2_ conditions, expression levels among homologous genes varies. Given such adaptive capability, it is tempting to speculate on the flexibility of *Acaryochloris* to adapt to changing environmental conditions. This would be one of the benefits obtained from having coexisting multiple copies of genes, in spite of the cost of such a large genome size.

The combination of porphyrin-containing molecules, O_2_, and light often results in photo-oxidative damage to cellular structures. Hence, it has been speculated that divergence of the biosynthesis of bacteriochlorophyll and chlorophyll occurred to reduce photo-oxidative damage under an increasingly oxic atmosphere (Reinbothe *et al.* 1996). The syntheses of various tetrapyrrole molecules (heme, bilins, cobalamin, and chlorophyll) share a common pathway from ALA to uroporphyrinogen III. At this point, the cobalamin biosynthesis pathway branches from the uroporphyrinogen III pathway via a methylation reaction, catalyzed by the multifunctional chelatase CysG. 

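Cobalamin is a corrin cofactor whose synthesis branches from that of heme and chlorophyll. A list of genes was drawn up whose annotation names cobalamin, precorrin, cobalt, a cobyric or cobyrinic compound or a Cob protein such as CobW. Of its 24 measured genes, 1 was higher and 1 lower in microoxic conditions, with a median log2FC of 0.44. In hyperoxic conditions 3 were higher and 2 lower, with a median of 0.20. The cobalt-precorrin-6A synthase gene AM1_4427 rose from 16 to 59 in microoxic conditions. A CobW protein gene (AM1_5964) fell from 169 to 42 in hyperoxic conditions. AM1_3031, annotated as a cobalamin synthesis protein, fell from 20 to 6 in microoxic conditions and rose to 62 in hyperoxic conditions. Expression-matched scaling moved the microoxic median to 0.11.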

The downregulation of *cysG* expression under microoxic conditions indicates that O_2_ levels are an important regulatory element for the synthesis of cobalamin. In fact, CysG directs the uroporphyrinogen III pathway toward the synthesis of cobalamin either via an oxygen-independent or dependent pathway (Figure 7). Alternatively, it can be redirected toward the heme or chlorophyll biosynthetic pathways. In these pathways, O_2_ levels influence the expression of genes encoding enzymes involved in oxidation. The part common to the heme and chlorophyll biosynthetic pathways, from uroporphyrinogen III to protoporphyrin IX, contains several oxidation reactions. The first oxidation step converts coproporphyrinogen III to protoporphyrinogen IX. This oxidation is catalyzed by either HemF or HemN, using O_2_ or a 5′deoxyadenosil radical generated from S-adenosylmethionine, respectively. HemN contains a [4Fe-4S] cluster, as a prosthetic group, sensitive to the presence of O_2_. In *Synechocystis*, a mutant lacking *hemF* was able to grow under microoxic conditions, but did not grow under aerobic conditions. In contrast, an *hemN* knockout mutant showed impaired growth only under microoxic conditions (Goto *et al.* 2010). Thus, in the presence of O_2_, it could be expected that *hemN* expression would be minimal compared with *hemF*. 

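AM1_0467 lies on the plus strand of the chromosome from 444729 to 446123, next to the heme oxygenase gene AM1_0466. Its value was 4 in control, 685 in microoxic and 4 in hyperoxic conditions, and the microoxic log2FC was 7.10. AM1_1283 had values of 57, 41 and 43 and was not called.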

In *Acaryochloris*, the product of two genes (*AM1_0467* and *AM1_1283*) resembles HemN, but only *AM1_0467* had a strong induction (Log_2_FC ∼6.8) under microoxic conditions (Figure 7). Expression of *HemF* (*AM1_0615*) did not show any significant change. This suggests that *AM1_0467* is the homolog to *hemN* in *Acaryochloris*, based on its expression profile. 

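AM1_0615 had values of 128 in control, 100 in microoxic and 66 in hyperoxic conditions. The hyperoxic log2FC of -0.95 became -1.07, past the limit of the call, after centring.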

The product of the HemN/HemF reaction (protoporphyrinogen IX) is converted to protoporphyrin IX, becoming the final precursor common to Chl and heme, as well as heme-derived bilins. The protoporphyrinogen IX oxidation to protoporphyrin IX can be catalyzed by three enzymes, namely HemG, HemY, and HemJ (Kato *et al.* 2010). Only HemG, which is absent in most cyanobacteria, seems to be oxygen-independent (Boynton *et al.* 2009). Most cyanobacteria use the oxygen-dependent HemJ, although a few use HemY (Kobayashi *et al.* 2014). Interestingly, *Acaryochloris* contains both a HemJ- and a HemY-like enzyme, and, like most cyanobacteria, it lacks a gene homologous to *HemG*. 

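AM1_5767 had values of 192 in control, 196 in microoxic and 154 in hyperoxic conditions, and neither difference reached the call.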

*AM1_5767*, having enhanced expression in the microoxic environment, encodes a protein containing a HemY-like domain. A BLAST search, using the sequence for the *Synechocystis* HemJ (encoded by *slr1790*) (Kato *et al.* 2010), returned AM1_2801 as being highly homologous to HemJ. 

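AM1_2801 had values of 166, 171 and 162 in control, microoxic and hyperoxic conditions.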

Unlike *AM1_5767*, the expression of *AM1_2801* was not influenced by altered O_2_ levels, suggesting that the main pathway for the oxidation of protoporphyrinogen IX in *Acaryochloris* under microoxic conditions is through HemY (AM1_5767). After this step, iron or magnesium is incorporated into protoporphyrin IX by a ferro- or magnesium chelatase, leading to the synthesis of heme and bilins (in the case of iron insertion), or Chl (in the case of magnesium insertion) (Chen 2014). In the Chl branch, the next substrate that is oxidized is Mg-protoporphyrin IX monomethyl ester (MPE). This reaction is catalyzed by MPE cyclase, which converts MPE into protochlorophyllide (Beale 1999). MPE can follow two pathways: one through an oxygen-dependent MPE-cyclase (AcsF, encoded by *AM1_0465*, or *AM1_2295*); and the other through an oxygen-independent MPE-cyclase (BchE) (Raymond and Blankenship 2004). BLAST results did not return any gene homologous to BchE in *Acaryochloris*. Nevertheless, our results show that the expression of both *ascF* (*AM1_0465*, *AM1_2295*) homologs differ. *AM1_0465* was strongly induced under microoxic conditions (log_2_FC > 6), while the expression of *AM1_2295* was reduced by almost half (Figure 7). 

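AM1_2295 had values of 3618 in control, 3211 in microoxic and 3543 in hyperoxic conditions. Its log2FC was -0.17 in microoxic and -0.03 in hyperoxic conditions, and neither reached the call.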

In *Synechocystis*, a similar expression profile was described for two homologous genes encoding AcsF; deletion of these genes impaired growth under aerobic conditions (Minamizaki *et al.* 2008). Based on the conclusions drawn for *Synechocystis*, it is likely that *AM1_0465* is the main MPE-cyclase in *Acaryochloris* under microoxic conditions, while, under aerobic conditions, our results show its expression is null, compared to that of *AM1_2295* (Figure 7).

**Figure 7:**
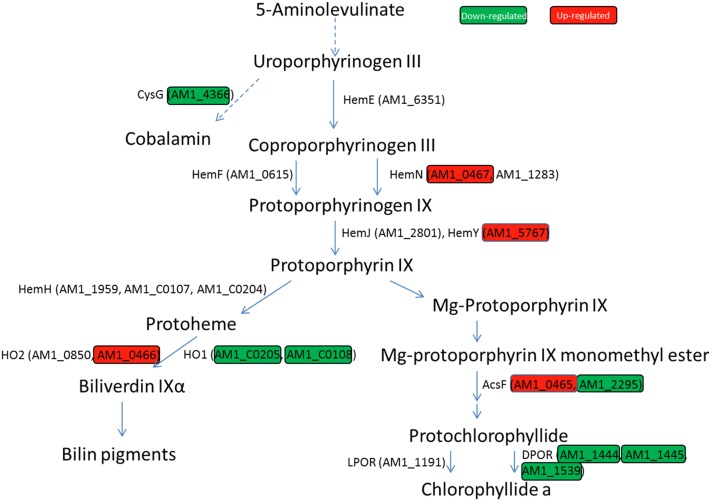
Diagram representing the tetrapyrrole biosynthetic pathway. Only genes encoding proteins discussed in the text are shown. Genes differentially expressed are highlighted in green and red, indicating downregulation and upregulation under microoxic conditions, respectively. Specific values are given in Table 2.

Based on published work, the FeS cluster within the ChlL subunit of the light-independent protochlorophyllide reductase (D-POR) shows a high vulnerability to O_2_ (Nomata *et al.* 2006; Yamazaki *et al.* 2006). Such susceptibility might explain why this multimeric enzyme functions in the dark, when O_2_ levels are low. 

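In hyperoxic conditions, the D-POR genes had values of 504 for ChlN (AM1_1444), 1908 for ChlL (AM1_1445) and 1487 for ChlB (AM1_1539). Their median log2FC against the control was 0.64, and none was called.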

Intriguingly, downregulation of the genes encoding the subunits of D-POR under microoxic conditions was observed, confirming that expression levels of this gene are controlled by the reduction state of the photosynthetic electron transport chain, and not by O_2_ levels (Horiuchi *et al.* 2010). In contrast, the expression level of the light-dependent protochlorophyllide reductase (L-POR) did not change under microoxic conditions, but decreased under hyperoxic conditions (Table 2).

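The L-POR gene AM1_1191 had values of 225 in control and 284 in microoxic conditions, a log2FC of 0.33. In hyperoxic conditions it fell to 101 (-1.15).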

Because of the potential deleterious effects of a misregulation of the tetrapyrrole biosynthetic pathway, it is expected that several regulatory factors (including sRNAs) control its activity. However, how a cell senses O_2_ levels, and controls the expression of multiple genes is not fully understood. In *Synechocystis*, O_2_ levels are sensed by the transcriptional factor ChlR (*sll1512*), which positively regulates *acsF*, *ho2*, and *hemN* expression (Aoki *et al.* 2012). The homolog to ChlR in *Acaryochloris* is encoded by *AM1_1552*. Expression of *AM1_1552*, as expected for a positive regulator of genes sensitive to O_2_, increased under microoxic conditions (log_2_FC ∼1.9). 

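AM1_1552, the neighbour of the alternative oxidase gene AM1_1551, had values of 58 in control, 49 in microoxic and 41 in hyperoxic conditions. Its log2FC was -0.24 in microoxic and -0.49 in hyperoxic conditions, and neither reached the call.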

A search using the FIMO tool within the MEME suite using the ChlR recognition motif (TTMCC-N_4/3_-GGWAA) provided by Aoki *et al.* (2012) returned a putative site (*p*-value <0.0005), located 22 bp upstream of *AM1_0466* (*ho2*).

Furthermore, the expression control performed by regulatory factors, the synthesis of the final products, and their assembly into the apoprotein moiety, have to be tightly regulated to avoid their accumulation as free pigments in the membrane. For example, members of the HLIP family appear to mediate between both pathways in the assembly of photosynthetic complexes (Hernandez-Prieto *et al.* 2011; Yao *et al.* 2012; Sobotka *et al.* 2008; Adamska *et al.* 2001). In *Synechocystis*, HLIPs accumulate under multiple-stress conditions, while, under laboratory growth conditions, they are expressed at a low level (He *et al.* 2001). 

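AM1_3193 had a value of 23357 in control. It fell to 10335 in microoxic conditions (log2FC -1.18) and rose to 195987 in hyperoxic conditions (3.07).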

In *Acaryochloris*, there are 13 *hlip* genes; our data showed that *AM1_3193* is among the most expressed transcripts in the control sample, contrary to what was observed in *Synechocystis* (He *et al.* 2001). 

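The deposited annotation names 24 genes as high light inducible proteins, of which 23 passed the minimum. In microoxic conditions 8 were higher and 5 lower, with a median log2FC of -0.30, and in hyperoxic conditions 9 were higher and 3 lower, with a median of 0.37. AM1_3233, AM1_4585 and AM1_3898 rose in both treatments, to microoxic values of 2406, 4090 and 5850. AM1_1369 fell from 9372 to 3251 in microoxic conditions, and AM1_3364 fell to 31 in microoxic and 25 in hyperoxic conditions. Both were chosen as examples of lower values after their values were seen.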

In general, *hlip* expression levels decreased both under microoxic and hyperoxic conditions, following the trend observed for both photosystems. The regulatory role of HLIPs is most evident when examining the C-terminal extension of the ferrochelatase gene in cyanobacteria and chloroplasts, which shares a high homology with HLIPs (Funk and Vermaas 1999). This HLIP-like extension appears to induce or repress ferrochelatase activity, depending on the amount of free chlorophyll in the thylakoid membrane (Sobotka *et al.* 2008). In most cyanobacteria, only one gene encodes for ferrochelatase, while in *Acaryochloris* there are three ferrochelatase gene copies (*AM1_1959*, *AM1_C0107*, and *AM1_C0204*), and all of them have HLIP-like C-terminal extensions. 

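AM1_C0204 had values of 1753 in control, 1553 in microoxic and 1492 in hyperoxic conditions, and its copy AM1_C0107 had values of 1729, 1500 and 1456. The chromosomal gene AM1_1959 had values of 60, 132 and 67, and its microoxic log2FC of 1.12 became 0.93, below the call, after centring. The value of AM1_C0204 divided by that of AM1_1959 was 29.2 in control, 11.8 in microoxic and 22.3 in hyperoxic conditions.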

*AM1_C0107* and *AM1_C0204*, localized in the plasmid pRBE3, encode identical ferrochelatases; and their transcripts are >100 times more abundant than those generated from the copy (*AM1_1959*) localized in the chromosome, under all test conditions. The identification of ferrochelatase, as a pivotal enzyme at the intersection between Chl and heme syntheses (Figure 7), makes the regulation of its function by the HLIP-like extension essential to the flux of metabolites toward one or other of its final products.

In cyanobacteria, a large portion of the heme generated by ferrochelatase is funneled toward heme oxygenase. This is the first step in the synthesis of bilins, the pigments bound in the phycobiliproteins of the PBS. The PBS antenna found in *Acaryochloris* consists of a single rod structure (Chen *et al.* 2009; Hu *et al.* 1999), in which phycocyanin (pc)-containing subunits are the main component, and allophycocyanin (Apc)-containing subunits are only a minor component of the bottom disc of the rod-structured phycobiliprotein complex (Marquardt *et al.* 1997). This structure explains the larger number of reads for the genes encoding the pc-binding apoproteins (Table 2), compared with the Apc-containing subunits (ApcA and ApcB). Furthermore, their gene loci are physically separated from each other, with the genes encoding the Apc proteins, ApcA (*AM1_1558*, *AM1_4469*, and *AM1_5810*) and ApcB (*AM1_2376*), localized in the main chromosome, and the ones encoding the pc-binding apoproteins localized in the pREB3 plasmid. 

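The value of the phycocyanin beta gene AM1_C0212 divided by that of apcA was 1721 in control, 272 in microoxic and 392 in hyperoxic conditions for the copy AM1_1558. For AM1_4469 it was 860 in control, lower in microoxic conditions and 1859 in hyperoxic conditions, and for AM1_5810 it was 8173, 2179 and 2523 in control, microoxic and hyperoxic conditions.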

Our results and previously published work (Lin *et al.* 2013) show that, under microoxic conditions, the expression of genes encoding PBS subunits and their assembly in the antenna complex, are significantly decreased. Similarly, experimental conditions that limit access of cultures to essential nutrients also induce a downregulation of PBS encoding genes (Foster *et al.* 2007; Wang *et al.* 2004; Zhang *et al.* 2008). 

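The linker gene AM1_C0093 fell from 14391 to 6371 in microoxic conditions and AM1_C0216 from 13971 to 5735. AM1_C0215 fell from 7542 to 3683 and AM1_C0203 from 2990 to 1472. Lyases attach the bilins to the phycobiliproteins. The lyase genes AM1_C0272, with values of 956 in control and 584 in microoxic conditions, and AM1_C0118, with 366 and 223, were not called.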

Downregulation of PBS encoding genes under microoxic conditions also has been observed in *Synechocystis* sp. PCC6803 (Summerfield *et al.* 2011). This downregulation may reflect decreased formation of bilins by the oxygen-dependent heme oxygenase (HO). In most cyanobacteria, two genes encode for heme oxygenases (*ho1*, and *ho2*), with HO2 having a higher affinity for O_2_, and being most active under microoxic conditions (Aoki *et al.* 2011). In *Acaryochloris*, two genes encode proteins with high similarity to HO1 (*AM1_C0205* and *AM1_C0108*), while two others encode HO2 (*AM1_0850* and *AM1_0466*). 

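Heme oxygenase opens the heme ring, the first step of bilin synthesis. AM1_C0108 had values of 45036 in control, 17849 in microoxic and 22096 in hyperoxic conditions, and AM1_C0205 had values of 45143, 17878 and 22128. The chromosomal copy AM1_0850 fell from 146 to 53 in microoxic and to 63 in hyperoxic conditions.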

The expression of both genes encoding for HO1 decreased under microoxic conditions, while the expression of *AM1_0466* increased under microoxic conditions (log_2_FC > 5), revealing this gene as most probably HO2.

In *Synechocystis*, it was noted that the expression of genes encoding PBS subunits is highly correlated with genes encoding subunits of the ATP synthase (ATPase) complex (Hernández-Prieto *et al.* 2016; Summerfield *et al.* 2011). Hence, a similar downregulation of ATPase subunits would also be expected for *Acaryochloris* under microoxic conditions. In *Acaryochloris*, two sets of genes encoding for ATPase subunits exist (one set is localized in the chromosome, and another in the pREB4 plasmid) (Swingley *et al.* 2008). The expression of the genes encoding ATPase located in the plasmid increased slightly under microoxic conditions, while the ATPase from the main chromosome showed decreased expression under microoxic conditions, consistent with the results for *Synechocystis* (Hernández-Prieto *et al.* 2016). 

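The chromosomal gene for the epsilon subunit (AM1_5327) fell from 705 to 235 in microoxic conditions and that for the gamma subunit (AM1_0897) from 255 to 119. The other 8 of the 10 chromosomal genes were not called, though the c subunit (AM1_0892), at -0.81, passed the call after centring (-1.01), and the median log2FC was -0.21. In hyperoxic conditions 3 chromosomal genes were lower, among them the c subunit, which fell from 1292 to 425, and the beta subunit (AM1_5328), which fell to 92 (-1.22), and the median was -0.87. On pREB4, AM1_D0157 fell from 39 to 8 in microoxic and to 7 in hyperoxic conditions and was the gene of this set that passed the minimum (log2FC -2.15 and -2.32). Without the minimum, the median of the 8 pREB4 genes was 0.26 in microoxic and 0.11 in hyperoxic conditions.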

In fact, the ATPase encoding genes localized in the chromosome are phylogenetically closer to ATPase from other cyanobacteria (Swingley *et al.* 2008) than those localized in the plasmid. In addition to their downregulation under microoxic conditions, the ATPase genes localized in the chromosome are transcribed more frequently under all test conditions than the copies localized in the plasmid. These results indicate that the ATPase gene copies localized in the plasmid might be cryptic, or function in conditions different from the ones tested here.

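The median value of the chromosomal ATP synthase genes was 553.5 in control, 437.5 in microoxic and 275.5 in hyperoxic conditions. For the pREB4 genes it was 4.5, 4.5 and 5, and their highest values were 39, 14 and 15. At such values a difference of a few units is a large ratio.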

A well-documented effect observed under microoxic conditions in cyanobacteria is the induction of the *psbA1* gene encoding a homolog of the D1 protein of PSII (Summerfield *et al.* 2008), with repression of *psbA2* and *psbA3*. D1 differential expression also was confirmed in this study, consistent with previously published results (Kiss *et al.* 2012). 

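In microoxic conditions, the psbA gene AM1_2166 had a value of 6103 (log2FC -0.92), which passed the call after centring (-1.11). AM1_2889 fell to 7503 (-1.15).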

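Of the psbU genes, AM1_G0114 fell to 29 in hyperoxic conditions, a log2FC of -1.95. AM1_D0138 fell to 282 in microoxic conditions (-1.17). AM1_5046 fell from 452 to 125 in microoxic and to 35 in hyperoxic conditions. AM1_3966, the most abundant copy, had values of 3206, 1801 and 2498, and its microoxic log2FC of -0.83 passed the call after centring (-1.03).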

Noticeably, a similar expression profile was observed here for one (*AM1_G0114*) of the four genes (*AM1_G0114*, *AM1_D0138*, *AM1_3966*, and *AM1_5046*) encoding the PsbU subunit of PSII (Figure 4). The PsbU subunit is associated with the oxygen-evolving complex, and functions to stabilize the PSII complex under high-intensity light conditions, protecting it from ROS (Abasova *et al.* 2011). The differential induction of this gene is interesting, since it has been assumed that, because of differences in the sequence of the *psbA1* encoded D1 protein, the PSII complexes assembled with this protein lack the capacity to evolve O_2_ (Kiss *et al.* 2012; Murray 2012). The expression of the rieske-containing subunit (PetC) (Wenk *et al.* 2005) of the cytochrome *b*_6_*f* subunits is affected in a similar manner to *psbA1*. Similar to D1, PetC can be transcribed from three genes (*AM1_4450*, *AM1_0450*, and *AM1_1961*), with *AM1_0450* being the only one induced under microoxic conditions (Table 2). It is important to note that *AM1_0450* is upstream of *psbA1*. Thus, it is likely that they are cotranscribed in *Acaryochloris*, together with another two genes encoding proteins of unknown function: one (*AM1_0449*) containing a bacteria-conserved domain (DUF2892), and the other (*AM1_0451*) containing a rhodanese-like domain linked with assimilation of thiosulfate under anaerobic conditions in other bacteria (Schedel and Trüper 1980). 

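AM1_4450 had values of 625 in control, 567 in microoxic and 395 in hyperoxic conditions, AM1_0450 values of 5, 604 and 7, and AM1_1961 values of 32, 45 and 20. As a set, these genes had a median log2FC of 0.48 in microoxic conditions and -0.65 in hyperoxic conditions.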

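All 4 genes lie on the minus strand. AM1_0449, from 429778 to 430179, is annotated in the deposited tables as a rhodanese domain-containing protein and rose from 12 to 772 in microoxic conditions, with a value of 3 in hyperoxic conditions. AM1_0450 lies from 430261 to 431292. AM1_0451, from 431323 to 431535, is annotated as a hypothetical protein and rose from 1 to 1691, and it was listed at 0 in hyperoxic conditions. Together, these genes had a median log2FC of 6.27 in microoxic and -0.44 in hyperoxic conditions.

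**Figure D2:**
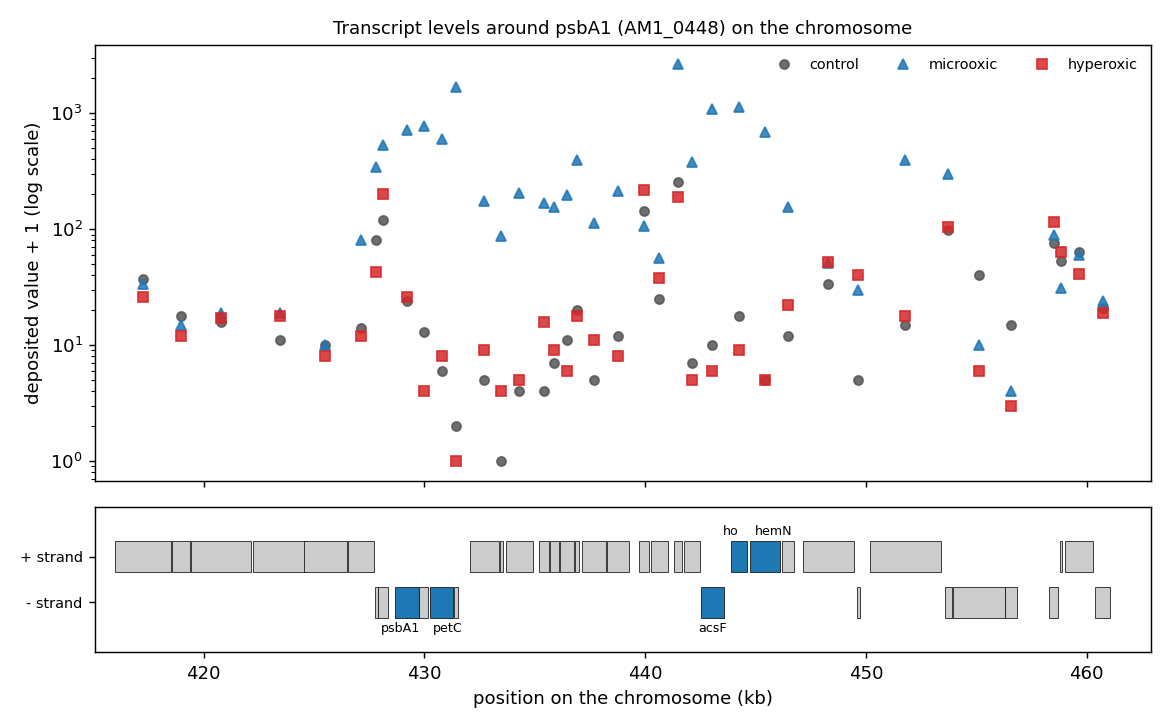
Top, value plus 1 (log scale) of each annotated gene against its position on the chromosome (kb) in control, microoxic and hyperoxic conditions, 1 point per gene and condition. Bottom, map of the genes with their strands, in which psbA1, petC, acsF, the heme oxygenase gene and hemN are named. The microoxic points of these genes lie above 600 and the control points at or below 23.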

A similar gene cluster is observed in *Synechocystis* genome, where *psbA1* (*slr1181*) is the first gene of a set of 10 genes orientated in the same direction, including *slr1184* encoding a rhodanese-like protein, and *slr1185* encoding PetC; expression levels in these genes were also higher under microoxic conditions (Summerfield *et al.* 2008). Based on the microarray meta-analysis presented in CyanoEXpress, only the expression of *slr1182*, *slr1183*, and *slr1184* seem to follow the same trend under different environmental conditions, as expected for genes in an operon (Hernández-Prieto *et al.* 2016). Nevertheless, results obtained from genes for which expression levels are low under most conditions (as is the case for *psbA1*) should be viewed with caution, especially when interpreting correlations. Further investigation to confirm whether expression of these proteins results in a restructuring of the photosynthetic complexes, and rerouting of the electron transport chain under microoxic conditions, is needed, but is beyond the scope this paper.

Transcriptome data (Mitschke *et al.* 2011; Kopf *et al.* 2014; Voigt *et al.* 2014; Hernández-Prieto *et al.* 2012), as well as computational predictions (Voß *et al.* 2009; Voigt *et al.* 2014), of sRNAs in cyanobacteria have revealed a large number of previously unidentified noncoding protein transcripts, exceeding all previous predictions. Although the roles of some of these sRNAs have been partially characterized in cyanobacteria (Nakamura *et al.* 2007; Voß *et al.* 2007; Dühring *et al.* 2006b), the function of most of them is still unknown. A well understood process in *Escherichia coli* is the degradation of complementarily paired ncRNAs and mRNAs, mediated by the protein Hfq (Massé *et al.* 2003). Such processes affect protein synthesis at the transcriptional level, saving valuable resources that can be used to synthesize a different protein complement that is more suitable to the new environmental conditions. In cyanobacteria, a gene encoding a homolog to Hfq has been identified, but its role in ncRNA/mRNA degradation has not yet been demonstrated (Bøggild *et al.* 2009; Dienst *et al.* 2008). Of the 58 ncRNAs localized in the chromosome (Table 1), only six (AM1_NC12, AM1_NC161, AM1_NC254, AM1_NC270, AM1_NC256, and AM1_NC315) showed significant opposing expression profiles for microoxic and hyperoxic conditions, as would be expected for ncRNAs involved in adaptation to different O_2_ levels (Figure 6). Of these, functional enrichment analyses of their potential targets returned significant results (FDR < 0.05) for only two ncRNAs: AM1_NC6 and AM1_NC276. The targets predicted for AM1_NC276 comprised genes within the category “aerobic respiration” (Table 3), indicating that expression of this ncRNA might be relevant for adaptation to altered O_2_ levels. In *E. coli*, several ncRNAs have been shown to play a role in adaptation to oxidative stress (Berghoff and Klug 2012), but further experimental work is necessary to determine whether they have the same functions in *Acaryochloris*.

In conclusion, the large number of protein-coding genes and sRNAs detected as differentially expressed under our test conditions revealed that there is a high level of regulation related to O_2_ in cyanobacteria. The multiplicity of genes encoding homologous proteins in *Acaryochloris* exceeds that of many cyanobacteria, indicating a complex regulatory network in this organism. Multiple ROS-scavenging pathways, and their different transcriptomic responses, may represent the history of alternative ROS-scavenging mechanisms, which has evolved and developed in parallel to new metabolic pathways that produce ROS.

Ultimately, the lack of efficient methods to generate mutants in *Acaryochloris* makes environmental studies, such as this one, key to understanding its regulation and annotating its yet unknown gene functions.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1.

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 1

## Slide 1

Figure S1. Expression levels of genes encoding terminal oxidases. The gene expression values on the Y-axis represent reads per kilobase per million mapped reads (RPKM).

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 2

## Slide 1

Figure S2. UTR regions with expression pattern not correlated with the expression pattern of the adjacent gene upon changed oxygen levels (spearman correlation, rs < 0.6).

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 3

Table S1. Genes lists within functional categories and subcategories represented in CyanoBase, KEGG pathways and Gene Ontology (GO). (.xlsx, 611 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1/TableS1.xlsx>

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 5

Table S2. List of annotated genes without detected expression in any of the oxygen changed conditions. (.xlsx, 13 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1/TableS2.xlsx>

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 7

Table S3. Genes differentially expressed. List of expressed genes (more than 50 reads) with a Log_2_FC (fold change) > 1. (.xlsx, 412 KB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1/TableS3.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1/TableS2.xlsx)

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 9

Table S4. Results of statistical analysis performed to evaluate the functional enrichment of genes differentially expressed under changed oxygen levels. (.xlsx, 13 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1/TableS4.xlsx>

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 11

Table S5. Predicted targets for the ncRNAs with significant opposing regulation for microoxic and hyperoxic conditions compared to the control, i.e. AM1_NC12, AM1_NC161, AM1_NC254, AM1_NC256, AM1_NC270, and AM1_NC315. (.xlsx, 33 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036855/-/DC1/TableS5.xlsx>

# Supplementary material for: The Complex Transcriptional Response of Acaryochloris marina to Different Oxygen Levels
**Source:** G3 (Bethesda). 2016 Dec 14;7(2):517–32. doi: 10.1534/g3.116.036855
**Supplement:** Supplementary file 13

**Additional data files and supplementary materials**

# The complex transcriptional response of *Acaryochloris marina* to different oxygen levels

Miguel A. Hernández-Prieto*; Yuankui Lin*; Min Chen

*These authors contributed equally to this work

**Contents:**

1. Report-summary from Rockhopper 2

2. Figure S1 (Expression of genes encoding TOs) 32

3. Figure S2 (UTRs – mRNAs correlation) 33

4. Supplemental tables

Table S1 33

Table S2 33

Table S3 34

Table S4 34

Table S5 34

# Report-summary from Rockhopper

## Alignment of control sample (replicate 1)

FATSQ files (paired end):

C_L1_1.fq C_L1_2.fq

Total reads: 3394911

Successfully aligned reads: 1805769 53% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 11%

Aligned (antisense) to protein-coding genes: 10%

Aligned (sense) to ribosomal RNAs: 1%

Aligned (antisense) to ribosomal RNAs: 1%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 18%

Aligned (antisense) to miscellaneous RNAs: 18%

Aligned to unannotated regions: 41%

Successfully aligned reads: 5512 0% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 67%

Aligned (antisense) to protein-coding genes: 32%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 1%

Successfully aligned reads: 10967 0% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 26%

Aligned (antisense) to protein-coding genes: 23%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 51%

Successfully aligned reads: 59313 2% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 67%

Aligned (antisense) to protein-coding genes: 33%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 3816 0% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 36%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 29%

Successfully aligned reads: 6491 0% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 63%

Aligned (antisense) to protein-coding genes: 37%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 2134 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 32%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 33%

Successfully aligned reads: 14641 0% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 52%

Aligned (antisense) to protein-coding genes: 48%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 1900 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 36%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 29%

Successfully aligned reads: 91 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 50%

Aligned (antisense) to protein-coding genes: 38%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 12%

## Alignment of control sample (replicate 2)

FATSQ files (paired end):

C2_L1_1.fq C2_L1_2.fq

Total reads: 3453356

Successfully aligned reads: 937467 27% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 4%

Aligned (antisense) to protein-coding genes: 4%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 25%

Aligned (antisense) to miscellaneous RNAs: 24%

Aligned to unannotated regions: 42%

Successfully aligned reads: 2263 0% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 65%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 2910 0% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 29%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 36%

Successfully aligned reads: 3494 0% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 65%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 1099 0% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 41%

Aligned (antisense) to protein-coding genes: 36%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 23%

Successfully aligned reads: 445 0% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 64%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 638 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 30%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 35%

Successfully aligned reads: 474 0% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 64%

Aligned (antisense) to protein-coding genes: 33%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 3%

Successfully aligned reads: 209 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 32%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 33%

Successfully aligned reads: 14 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 34%

Aligned (antisense) to protein-coding genes: 58%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 8%

## Alignment of control sample (replicate 3)

FATSQ files (paired end):

C3_L1_1.fq C3_L1_2.fq

Total reads: 3369335

Successfully aligned reads: 1188950 35% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 24%

Aligned (antisense) to protein-coding genes: 23%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 6%

Aligned (antisense) to miscellaneous RNAs: 7%

Aligned to unannotated regions: 40%

Successfully aligned reads: 13008 0% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 66%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 17217 1% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 30%

Aligned (antisense) to protein-coding genes: 29%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 41%

Successfully aligned reads: 172000 5% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 65%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 5091 0% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 39%

Aligned (antisense) to protein-coding genes: 37%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 25%

Successfully aligned reads: 7604 0% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 62%

Aligned (antisense) to protein-coding genes: 38%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 3921 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 34%

Aligned (antisense) to protein-coding genes: 30%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 36%

Successfully aligned reads: 10565 0% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 58%

Aligned (antisense) to protein-coding genes: 41%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 1%

Successfully aligned reads: 2965 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 38%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 27%

Successfully aligned reads: 44 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 48%

Aligned (antisense) to protein-coding genes: 41%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 11%

## Alignment of microoxic sample (replicate 1)

FATSQ files (paired end):

Aligned sequencing reads from files:

N1_L1_1.fq N1_L1_2.fq

Total reads: 3287764

Successfully aligned reads: 1647825 50% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 29%

Aligned (antisense) to protein-coding genes: 29%

Aligned (sense) to ribosomal RNAs: 1%

Aligned (antisense) to ribosomal RNAs: 1%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 4%

Aligned (antisense) to miscellaneous RNAs: 4%

Aligned to unannotated regions: 32%

Successfully aligned reads: 23079 1% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 69%

Aligned (antisense) to protein-coding genes: 30%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 49887 2% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 31%

Aligned (antisense) to protein-coding genes: 30%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 39%

Successfully aligned reads: 89808 3% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 64%

Aligned (antisense) to protein-coding genes: 36%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 17411 1% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 32%

Successfully aligned reads: 26628 1% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 61%

Aligned (antisense) to protein-coding genes: 39%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 10055 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 33%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 31%

Successfully aligned reads: 20812 1% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 61%

Aligned (antisense) to protein-coding genes: 37%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 1%

Successfully aligned reads: 14987 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 32%

Aligned (antisense) to protein-coding genes: 31%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 37%

Successfully aligned reads: 99 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 49%

Aligned (antisense) to protein-coding genes: 47%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 5%

## Alignment of microoxic (replicate 2)

Aligned sequencing reads from files:

N2_L1_1.fq N2_L1_2.fq

Total reads: 3306436

Successfully aligned reads: 1514030 46% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 22%

Aligned (antisense) to protein-coding genes: 21%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 14%

Aligned (antisense) to miscellaneous RNAs: 14%

Aligned to unannotated regions: 28%

Successfully aligned reads: 21983 1% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 71%

Aligned (antisense) to protein-coding genes: 29%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 29926 1% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 38%

Aligned (antisense) to protein-coding genes: 37%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 25%

Successfully aligned reads: 104161 3% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 66%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 9538 0% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 41%

Aligned (antisense) to protein-coding genes: 41%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 18%

Successfully aligned reads: 6876 0% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 70%

Aligned (antisense) to protein-coding genes: 30%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 7425 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 36%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 29%

Successfully aligned reads: 6419 0% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 66%

Aligned (antisense) to protein-coding genes: 30%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 4%

Successfully aligned reads: 4783 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 40%

Aligned (antisense) to protein-coding genes: 40%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 20%

Successfully aligned reads: 48 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 51%

Aligned (antisense) to protein-coding genes: 46%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 4%

## Alignment of hyperoxic (replicate 1)

Aligned sequencing reads from files:

O1_L1_1.fq O1_L1_2.fq

Total reads: 3397332

Successfully aligned reads: 2918916 86% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 10%

Aligned (antisense) to protein-coding genes: 10%

Aligned (sense) to ribosomal RNAs: 2%

Aligned (antisense) to ribosomal RNAs: 1%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 18%

Aligned (antisense) to miscellaneous RNAs: 18%

Aligned to unannotated regions: 41%

Successfully aligned reads: 8231 0% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 68%

Aligned (antisense) to protein-coding genes: 32%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 13344 0% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 29%

Aligned (antisense) to protein-coding genes: 27%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 44%

Successfully aligned reads: 54028 2% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 63%

Aligned (antisense) to protein-coding genes: 37%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 4252 0% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 37%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 28%

Successfully aligned reads: 4498 0% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 65%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 11646 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 38%

Aligned (antisense) to protein-coding genes: 36%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 27%

Successfully aligned reads: 6926 0% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 62%

Aligned (antisense) to protein-coding genes: 37%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 1%

Successfully aligned reads: 1983 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 33%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 33%

Successfully aligned reads: 70 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 46%

Aligned (antisense) to protein-coding genes: 49%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 5%

## Alignment of hyperoxic (replicate 2)

Aligned sequencing reads from files:

O2_L1_1.fq O2_L1_2.fq

Total reads: 3439935

Successfully aligned reads: 2416538 70% (Acaryochloris marina MBIC11017 chromosome)

Aligned (sense) to protein-coding genes: 21%

Aligned (antisense) to protein-coding genes: 19%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 10%

Aligned (antisense) to miscellaneous RNAs: 11%

Aligned to unannotated regions: 38%

Successfully aligned reads: 53276 2% (Acaryochloris marina MBIC11017 plasmid pREB1)

Aligned (sense) to protein-coding genes: 66%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 52094 2% (Acaryochloris marina MBIC11017 plasmid pREB2)

Aligned (sense) to protein-coding genes: 35%

Aligned (antisense) to protein-coding genes: 34%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 31%

Successfully aligned reads: 163861 5% (Acaryochloris marina MBIC11017 plasmid pREB3)

Aligned (sense) to protein-coding genes: 64%

Aligned (antisense) to protein-coding genes: 36%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 17277 1% (Acaryochloris marina MBIC11017 plasmid pREB4)

Aligned (sense) to protein-coding genes: 38%

Aligned (antisense) to protein-coding genes: 38%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 24%

Successfully aligned reads: 18991 1% (Acaryochloris marina MBIC11017 plasmid pREB5)

Aligned (sense) to protein-coding genes: 65%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 0%

Successfully aligned reads: 16419 0% (Acaryochloris marina MBIC11017 plasmid pREB6)

Aligned (sense) to protein-coding genes: 33%

Aligned (antisense) to protein-coding genes: 31%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 36%

Successfully aligned reads: 26640 1% (Acaryochloris marina MBIC11017 plasmid pREB7)

Aligned (sense) to protein-coding genes: 59%

Aligned (antisense) to protein-coding genes: 40%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 1%

Successfully aligned reads: 9313 0% (Acaryochloris marina MBIC11017 plasmid pREB8)

Aligned (sense) to protein-coding genes: 36%

Aligned (antisense) to protein-coding genes: 35%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 29%

Successfully aligned reads: 159 0% (Acaryochloris marina MBIC11017 plasmid pREB9)

Aligned (sense) to protein-coding genes: 48%

Aligned (antisense) to protein-coding genes: 46%

Aligned (sense) to ribosomal RNAs: 0%

Aligned (antisense) to ribosomal RNAs: 0%

Aligned (sense) to transfer RNAs: 0%

Aligned (antisense) to transfer RNAs: 0%

Aligned (sense) to miscellaneous RNAs: 0%

Aligned (antisense) to miscellaneous RNAs: 0%

Aligned to unannotated regions: 5%

## Transcripts detected after alignment

**Acaryochloris marina MBIC11017 chromosome**

Number of 5'UTRs: 2304

Number of 3'UTRs: 1910

Number of predicted RNAs: 360

Number of gene-pairs predicted to be part of the same operon: 1610

Number of predicted multi-gene operons: 1081

**Acaryochloris marina MBIC11017 plasmid pREB1**

Number of 5'UTRs: 114

Number of 3'UTRs: 105

Number of predicted RNAs: 5

Number of gene-pairs predicted to be part of the same operon: 122

Number of predicted multi-gene operons: 77

**Acaryochloris marina MBIC11017 plasmid pREB2**

Number of 5'UTRs: 110

Number of 3'UTRs: 101

Number of predicted RNAs: 14

Computing likely operons...

Number of gene-pairs predicted to be part of the same operon: 123

Number of predicted multi-gene operons: 79

**Acaryochloris marina MBIC11017 plasmid pREB3**

Number of 5'UTRs: 143

Number of 3'UTRs: 158

Number of predicted RNAs: 36

Number of gene-pairs predicted to be part of the same operon: 97

Number of predicted multi-gene operons: 71

**Acaryochloris marina MBIC11017 plasmid pREB4**

Number of 5'UTRs: 75

Number of 3'UTRs: 74

Number of predicted RNAs: 7

Number of gene-pairs predicted to be part of the same operon: 96

Number of predicted multi-gene operons: 57

**Acaryochloris marina MBIC11017 plasmid pREB5**

Number of 5'UTRs: 66

Number of 3'UTRs: 58

Number of predicted RNAs: 7

Number of gene-pairs predicted to be part of the same operon: 75

Number of predicted multi-gene operons: 44

**Acaryochloris marina MBIC11017 plasmid pREB6**

Number of 5'UTRs: 64

Number of 3'UTRs: 56

Number of predicted RNAs: 10

Number of gene-pairs predicted to be part of the same operon: 50

Number of predicted multi-gene operons: 30

**Acaryochloris marina MBIC11017 plasmid pREB7**

Number of 5'UTRs: 46

Number of 3'UTRs: 46

Number of predicted RNAs: 8

Number of gene-pairs predicted to be part of the same operon: 41

Number of predicted multi-gene operons: 30

**Acaryochloris marina MBIC11017 plasmid pREB8**

Number of 5'UTRs: 30

Number of 3'UTRs: 32

Number of predicted RNAs: 4

Number of gene-pairs predicted to be part of the same operon: 28

Number of predicted multi-gene operons: 16

**Acaryochloris marina MBIC11017 plasmid pREB9**

Number of 5'UTRs: 2

Number of 3'UTRs: 1

Number of predicted RNAs: 0

Number of gene-pairs predicted to be part of the same operon: 1

Number of predicted multi-gene operons: 1

# Figure S1

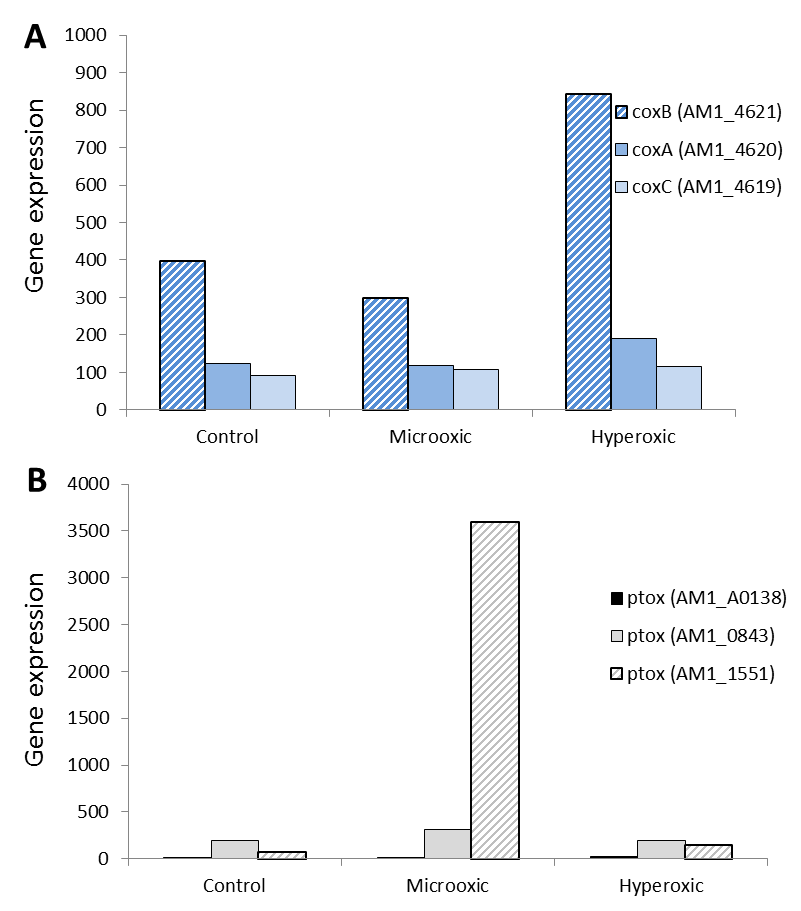

**Figure S1.** Expression levels of genes encoding terminal oxidases. The gene expression values on the Y-axis represent reads per kilobase per million mapped reads (RPKM).

# Figure S2

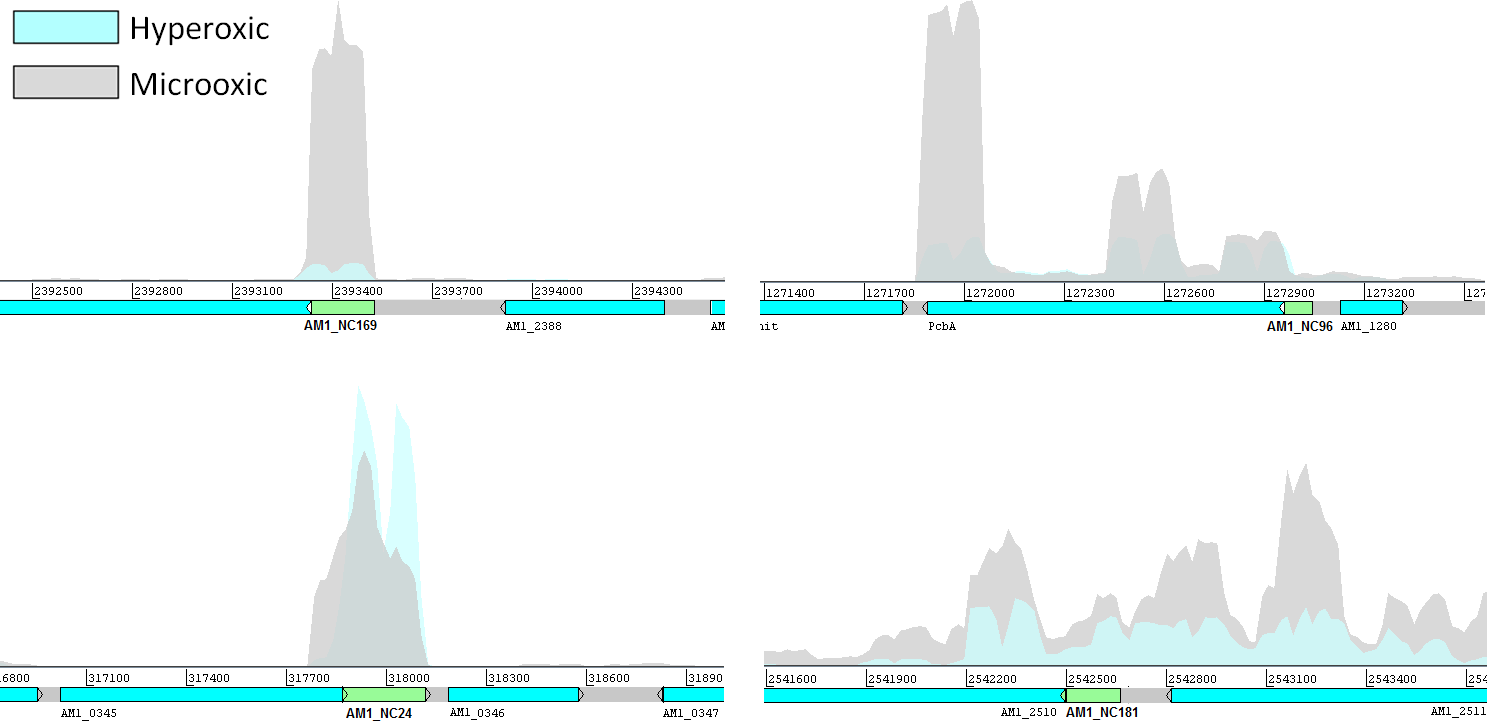

**Figure S2.** UTR regions with expression pattern not correlated with the expression pattern of the adjacent gene upon changed oxygen levels (spearman correlation, *r_s_* < 0.6).

# Supplemental tables

**Table S1.** Genes lists within functional categories and subcategories represented in CyanoBase, KEGG pathways and Gene Ontology (GO). The functional enrichment analysis of the gene clusters is based on this classification system.

[See attached file: Supplementary Table S1]

**Table S2.** List of annotated genes without detected expression in any of the oxygen changed conditions.

| **Gene ID** | **Product (Cyanobase Anotation)** | **Coordinates (translation)** | **Expression Control** | **Expression Microoxic** | **Expression Hyperoxic** |
| --- | --- | --- | --- | --- | --- |
| AM1_0242 | hypothetical protein | 240309, 240193 | 0 | 0 | 0 |
| AM1_5007 | hypothetical protein | 5054988, 5055107 | 0 | 0 | 0 |
| AM1_5292 | hypothetical protein | 5357958, 5357404 | 0 | 0 | 0 |
| AM1_5837 | hypothetical protein | 5909464, 5909348 | 0 | 0 | 0 |
| AM1_5840 | hypothetical protein | 5911211, 5911444 | 0 | 0 | 0 |
| AM1_A0163 | Iron(III) dicitrate ABC transporter, permease protein | 144789, 143812 | 0 | 0 | 0 |
| AM1_A0327 | hypothetical protein | 328016, 327756 | 0 | 0 | 0 |
| AM1_B0198 | hypothetical protein | 148110, 147943 | 0 | 0 | 0 |
| AM1_B0217 | hypothetical protein | 160175, 159798 | 0 | 0 | 0 |
| AM1_C0030 | hypothetical protein | 31792, 30344 | 0 | 0 | 0 |
| AM1_C0031 | hypothetical protein | 32511, 31792 | 0 | 0 | 0 |
| AM1_D0170 | hypothetical protein | 133545, 133426 | 0 | 0 | 0 |
| AM1_D0224 | hypothetical protein | 182930, 183073 | 0 | 0 | 0 |
| AM1_E0070 | hypothetical protein | 46322, 46182 | 0 | 0 | 0 |
| AM1_E0147 | hypothetical protein | 109954, 109652 | 0 | 0 | 0 |

**Table S3.** Genes differentially expressed. List of expressed genes (more than 50 reads) with a Log_2_FC (fold change) > 1.

[See attached file: Supplementary Table S3]

**Table S4.** Results of statistical analysis performed to evaluate the functional enrichment of genes differentially expressed under changed oxygen levels. Two different classification methods were used, KEGG pathways and GO terms. The results for each condition are in separated spread sheets.

[See attached file: Supplementary Table S4]

**Table S5.** Predicted targets for the ncRNAs with significant opposing regulation for microoxic and hyperoxic conditions compared to the control, i.e. AM1_NC12, AM1_NC161, AM1_NC254, AM1_NC256, AM1_NC270, and AM1_NC315. The results presented on the table were obtained using the IntaRNA algorithms with the exception of “Expression Correlation” which was calculated comparing the expression of the studied ncRNA with that of the predicted targets. The results for each ncRNA are in separated spread sheets.

[See attached file: Supplementary Table S5]

How the deposited data were processed for this re-analysis (not part of the article)

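RNA-seq of Acaryochloris marina MBIC11017 was used from 3 control, 2 microoxic and 2 hyperoxic cultures. According to the paper, the authors aligned the paired-end reads to the NCBI genome with Tophat for Illumina in Galaxy and computed expression with Rockhopper. The versions and further settings of these tools are not given in the sources used here. The authors deposited a table per replicon in which each TU has 1 value for control, 1 for microoxic and 1 for hyperoxic conditions. According to the paper, these expression values (score) were made by the authors as RPKM normalized by the upper quartile of gene expression, and as deposited they are whole numbers. In the second table, as deposited, the authors computed log2 values as the binary logarithm of the treated value plus 1 over the control value plus 1. Recomputed from the values beside them, these log2 values differed by 0 at most. All values given here come from the full tables, unless the authors' deposited table is named. Every value column was assigned to a condition, and 0 columns were left over.

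The analysis plan allowed for values per library and held a fallback for 1 value per condition. The fallback was used, since the tables hold no value per library. Each treatment was compared with the control by the log2FC after adding 1 to both values. A TU was called at a log2FC of at least 1 in size with a sum of at least 50 over the 3 conditions. By this rule, 6 TUs were called that the authors' deposited table does not list, and 5 of its TUs were not called. That table holds 2896 entries under 2895 identifiers, of which 2880 carry the values of the full tables.

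The medians of 40 gene lists were computed over the members that passed the minimum. Lists taken from the paper's tables and figures cover PSI subunits, PSI assembly factors, PSII subunits, phycocyanin, linkers and lyases on pREB3, allophycocyanin, tetrapyrrole enzymes, light-independent protochlorophyllide reductase, SufBCD, ROS scavenging, glutathione S-transferases, terminal oxidases, the psbA1 cluster, the cluster from AM1_0465 to AM1_0467 and the PetC copies. The other lists were defined by words in the annotation and cover high light inducible proteins, both ATP synthases, ribosomal proteins, aminoacyl-tRNA synthetases, tRNA genes, transposases, RNA-directed DNA polymerases, DNA repair, chaperones, NDH-1, cytochrome b6f, carboxysome and Rubisco, sigma factors, two-component systems, iron transport and its regulation, phosphate transport, carotenoid synthesis, desaturases, hydrogenase and fermentation, thioredoxins and related proteins, sulfotransferases, nitrogen assimilation, cobalamin synthesis, the proteases FtsH and Clp, and rRNAs with related proteins. Each list median was placed among 10000 random lists of the same size, matched on mean expression in 20 classes and drawn with the random seed 20. Intervals of 95% for list medians came from 2000 bootstrap draws over the members, so they describe the spread between genes and not between cultures.

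The genes named in the text were fixed by a rule with 3 parts. It names every gene of Tables 1 and 2, of Figures 5, 6 and 7, of Figures S1 and S2 and of the text of the paper, whose values in the paper had been seen. It names, for each treatment, the 10 largest increases and the 10 largest decreases among protein-coding TUs with an annotated product other than hypothetical protein and a value of at least 100 in control or treatment. It also names, for each list, the 3 members with the largest change among those with a value of at least 50 in control or treatment, and the text gives a selection of these. Genes outside the rule are marked as chosen after their values were seen, or are neighbours of a named gene or members of a small group given in full.

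For the chromosomal sRNAs, the distance to the closest protein-coding gene was taken from the transcript bounds in the tables, with a limit of 20 nucleotides. The comparison of the treatments with each other was checked against 100 simulations in which they share a control and nothing else. The calling rule, the list percentiles and the shared control were tested on simulated data.

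Values of the paper were taken to differ when they were more than 1.5 times apart or, for log2 values, when their signs differed or they lay more than the log2 of 1.5 apart. The list of alternatives and the rule for naming genes were fixed before the data were examined. The alternatives cover the number added before the logarithm, the minimum, the size of the change, centring, the chromosome alone, the second table of the authors, random lists from the same replicon, the ranking condition and the distance limit. The effect of each is given in the closing section.

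The depth per library comes from the Rockhopper report in File S1 and is given with the description of the libraries. With 1 value per condition, the precision of a value cannot be computed from the tables. The target prediction for ncRNAs and the reads themselves were not used here, and no enrichment test was run. Computations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.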

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

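The single genes in this part were singled out because they are among the largest increases of protein-coding TUs with an annotated product, hypothetical proteins left out, that the paper does not name. The runs of genes, the plasmid values and the trend with abundance were noticed in the tables, and no change was tested against the spread between cultures. Of the tests described here, those on control replicate 2, on a single hyperoxic library as the source of the plasmid values and on the order of the called genes were chosen only after the result was seen.

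Under microoxic conditions, 4 genes that the paper does not name were among the 10 largest increases of such TUs. A pentapeptide repeat protein gene, AM1_0464, had a value of 6 in control, 381 in microoxic and 4 in hyperoxic conditions (log2FC 5.77). AM1_0454, a subunit of an efflux transporter, had values of 3, 206 and 4 (5.69), and AM1_0452, a sulfide quinone reductase, 4, 173 and 8 (5.12). AM1_1550, the activating protein of the anaerobic ribonucleotide reductase, lies beside the alternative oxidase gene AM1_1551 and had values of 23, 915 and 8 (5.25).

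Under hyperoxic conditions, the RNA-binding protein gene AM1_A0071 had a log2FC of 4.87, with values of 26 in control, 29 in microoxic and 788 in hyperoxic conditions. The globin gene AM1_0212 had a log2FC of 4.71 and the nearby dehydrogenase gene AM1_0210, with values of 7, 43 and 110, a log2FC of 3.79. Both were called higher in microoxic conditions as well. The peptidase gene AM1_F0144 had a log2FC of 4.40 and the acetyltransferase gene AM1_5408 a log2FC of 4.08. AM1_3291, a cystine lyase that can release sulfur for iron-sulfur clusters, had values of 15, 24 and 145 (3.19). The log2FC of the HLIP gene AM1_3233 was 3.50, that of AM1_4585 3.17 and that of AM1_3898 2.86.

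Neighbouring genes changed together more often than a random order of the called genes would give. Neighbours were taken among the protein-coding genes past the minimum, so the runs given here pass over other genes. On the chromosome, the longest run of neighbours called higher in microoxic conditions held 21 genes, where shuffling the calls gave a median of 4 and at most 9. The longest run of lower genes held 29, against at most 7. A chance order of called genes does not account for these runs, and reads that pass from a gene into the next in a shared transcript were not tested. Microoxic conditions may act on whole operons or gene regions, which these runs of 21 and 29 genes leave open.

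Plasmid TUs were higher than chromosomal TUs in both treatments, with medians of 0.39 and 0.50 for 1429 protein-coding plasmid TUs. Low expression of plasmid TUs does not account for it, since chromosomal TUs matched on expression had medians of 0.16 and 0.03, which leaves 0.23 in microoxic and 0.47 in hyperoxic conditions. A low share of plasmid reads in control replicate 2 does not account for it on pREB1, pREB2, pREB4 and pREB6. On these, that library held the most reads of the controls for each chromosomal protein-coding read. Their TUs still had a median 0.24 (95% interval over genes 0.18 to 0.33) above that of the chromosome in microoxic and 0.60 in hyperoxic conditions. In number, that library held 2263, 2910, 1099 and 638 reads there. How the replicates were combined is not known, so an effect of so few reads stays open. For the other plasmids, at 0.20 and 0.31, a low share stays open as well. In hyperoxic conditions the excess could come from the reads of 1 hyperoxic library alone, since only 1 of the hyperoxic libraries lay above all control libraries in reads on plasmids other than pREB3. With pREB3 counted, the control libraries held 27.7, 15.4 and 41.6 plasmid reads for 100 chromosomal protein-coding reads, the microoxic libraries 26.4 and 29.4 and the hyperoxic libraries 18 and 37, so these summed reads show no excess. Without pREB3, both microoxic libraries, at 17.1 and 13.4, lay above all control libraries, at 12, 10.7 and 10.8. The log2 ratio of microoxic to control was then 0.44, or 0.41 without control replicate 2. A change in plasmid copy number was not tested.

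In microoxic conditions, abundant TUs were lower and scarce TUs higher. Photosystem and phycobilisome genes alone do not account for it, since the 663 TUs with the highest mean values kept a median of -0.23 (95% interval over genes -0.35 to -0.13) without the 51 of these genes among them. Noise in the values that rank the TUs does not either, since ranking by the hyperoxic value gave a difference of 0.75 between the lowest and the highest 10% of the TUs, from 0.37 to -0.37. Plasmid TUs among the scarce ones do not, since the difference was 0.66 on the chromosome alone, from 0.31 to -0.35. A real drop of the abundant transcripts under low O_2_ may give such a difference of 0.66, and other sources of a trend with abundance were not tested.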

How the results depend on the processing

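The expression-matched scaling, the distance to coding bounds and the ranking of the chromosome alone were chosen after the values were seen. Of the 80 list medians, the number that stayed within their interval was 76 with 10 added, 66 after centring, 77 without the minimum, 80 with the other deposited table and 64 with expression-matched scaling. The sign was checked only for medians of at least 1 in size, so some smaller medians changed sign and are still counted here. When random lists came from the same replicon, 4 list percentiles moved. Of the log2FC values of named genes, 22 moved with 10 added, 40 after centring, 36 with the values of Table 2 and 8 with the other deposited table. Adding 0.1 in place of 1 cannot change a call for whole numbers and tests nothing about the calls. No paired analysis was possible because the files hold 1 value per condition, and for that reason leaving out a replicate, DESeq2 and the replicate block were not run. What depth limits in each library cannot be computed from pooled values.

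For the calls, a minimum sum of 300 left 497 TUs higher in microoxic conditions, 460 higher and 322 lower in hyperoxic conditions and 273 changed in the same direction, and a limit of 1.5 on the log2FC left 622 and 404 in microoxic conditions, 331 and 357 in hyperoxic conditions, 249 in the same and 41 in opposite directions, in each case because fewer TUs can pass. The chromosome alone gave 535 higher in hyperoxic conditions and 405 in the same direction, since the plasmid TUs are left out, and no minimum gave 1038 in the same direction, since more TUs can pass. A value of at least 50 in a condition was reached by 5172 annotated TUs. Ranked in microoxic conditions, the top 50 held 5 photosystem subunits. Measured to coding bounds, 123 sRNAs lay next to a gene.

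For the list medians that moved, the cause was not tested, except that centring and expression-matched scaling subtract a value from every member. Without the minimum, the pREB4 ATP synthase reversed to 0.26 in microoxic and 0.11 in hyperoxic conditions, because 8 genes enter in place of 1, and iron transport in hyperoxic conditions went to 0.39. With 10 added, the AM1_0465 to AM1_0467 cluster went to 5.63, the pREB4 ATP synthase to -1.44 and -1.53, and transposases to 0.48 in microoxic conditions. Centring gave -0.58 for PSI assembly factors, -1.31 for phycocyanin, linkers and lyases, 0.0115 for ribosomal proteins, -0.14 for chaperones and -0.35 for NDH-1 in microoxic conditions, and -0.77 for PetC in hyperoxic conditions. In microoxic and hyperoxic conditions, it gave -2.35 and -2.44 for the pREB4 ATP synthase, 0.32 and 0.0416 for transposases, -0.0753 and 0.98 for RNA-directed DNA polymerases, and -0.15 and 0.0246 for two-component systems. Expression-matched scaling gave -0.75 for PSI subunits, -0.66 for phycocyanin, linkers and lyases, -1.62 for light-independent protochlorophyllide reductase, -0.28 for NDH-1, 0.22 for cytochrome b6f, -0.57 for sulfotransferases and 0.11 for cobalamin synthesis in microoxic conditions, and 0.17 for FtsH and Clp in hyperoxic conditions. In microoxic and hyperoxic conditions, it gave -2.54 and -2.39 for the pREB4 ATP synthase, 0.32 and 0.0162 for transposases, -0.0058 and 0.95 for RNA-directed DNA polymerases, and -0.15 and 0.0553 for two-component systems. With the values of Table 2, AM1_1959 (-0.37) and AM1_5511 (-2.28) in microoxic conditions and AM1_A0300 (0.13) in hyperoxic conditions reversed, and the cause was not tested.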

Differences from the paper's values

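Of the values the paper states in its text, 15 differ from those computed here and 29 do not. The paper gives 1234 differentially expressed TUs in microoxic conditions, and 2011 were called here at the paper's thresholds. This difference ended with 10 added (1616), with at least 50 in a single condition (1671), with a minimum sum of 300 (1019), with a limit of 1.5 on the log2FC (1026) and with the chromosome alone (1458), and stayed with 0.1 added (2011), without a minimum (2762), after centring (1895) and with the other deposited table (2014). The paper's number equals that of the TUs called here in microoxic and not in hyperoxic conditions, 1234. Its 1662 for hyperoxic conditions equals all TUs called there, and its total of 2896 all TUs called at least once. A different way of counting thus accounts for the difference, and the alternatives that come within the limit do not explain it. For AM1_1552 in microoxic conditions, the paper gives a log2FC of 1.9, and the value here is -0.24, or -0.20 with 10 added and -0.43 after centring, which still differ. The paper gives 6 ncRNAs with opposing expression, against 2 here and 1 with a limit of 50 nucleotides, which still differs. With the values of the authors' deposited table for 5 of the RNAs the paper names, and AM1_NC12 as in the full tables, all 6 of them are called in opposite directions, a comparison made after the values were seen. The alternatives set before the data were examined do not cover the remaining values of the text. The paper gives AM1_1551 as more than 45 times its control value in microoxic conditions, and the value here is 11.8 times. For the transcripts of AM1_C0204 over those of AM1_1959, the paper gives more than 100, and the ratios here are 29.2, 11.8 and 22.3 in control, microoxic and hyperoxic conditions. The paper's lower end for apcB over apcA is 100, and the lowest ratio of AM1_1558 is 63, in hyperoxic conditions. The paper counts 13 hlip genes, and the deposited annotation names 24. Among the top 50 in all conditions the paper counts 8 genes of photosystem subunits and HLIP, 5 of them PSI and 2 PSII subunits, and 5 were found here, 3 of them PSI and 1 a PSII subunit. This ranking takes in plasmid TUs, of which the paper's Table 1 holds none, and ranking the chromosome alone, chosen after the values were seen, gave 7, of which 3 are PSI and 3 PSII subunits. The paper excepts 4 UTR sRNAs from a coefficient above 0.6, and 81 did not pass it here. The paper gives an increase of coxB up to 8 times in hyperoxic conditions, and its value was 1.46 times the control value and 5.10 times the value of AM1_4620.

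The paper's Tables 1 and 2 give different values for the same genes under the same label. For AM1_1660 in control conditions, Table 1 gives the deposited value of 47437 and Table 2 a higher one. For AM1_3193 in hyperoxic conditions, Table 1 gives the deposited value of 195987 and Table 2 a lower one. For Table 2, 132 log2 values do not differ and 68 do, and the sets below give the paper's value first and the value here second, under the label of expression normalized by the upper quartile that both carry. After centring, 12 of these no longer differ, in microoxic conditions AM1_5144 -1.71 and -1.004, AM1_1437 -1.84 and -1.18, AM1_2889 -1.77 and -1.15, AM1_3851 -2.10 and -1.48, AM1_C0215 -1.80 and -1.03, AM1_C0094 -1.80 and -1.03, AM1_0466 5.22 and 5.98, AM1_2801 -0.03 and 0.0426, AM1_2295 -0.95 and -0.17 and AM1_3669 -0.08 and 0.0526, and in hyperoxic conditions AM1_1439 -0.10 and 0.0724 and AM1_C0272 -0.25 and 0.012. With 10 added, 2 no longer differ, AM1_0466 in microoxic conditions as above, and in hyperoxic conditions AM1_3366 0.00 and -1.14. The other deposited table holds 44 of the 68, and all of these still differ.

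Under none of these alternatives did the following values in microoxic conditions come within the limit, again with the paper's value first and the value here second: AM1_0448 2.62 and 4.89, AM1_2026 -2.23 and -1.31, AM1_6045 -1.73 and 0.56, AM1_1129 0.00 and -0.95, AM1_2024 -2.99 and -1.40, AM1_5511 -2.28 and 2.46, AM1_G0114 1.23 and 0.55 and AM1_D0138 -0.13 and -1.17. The paper and these data further give AM1_3886 -3.27 and -1.99, AM1_2120 -0.29 and 0.41, AM1_C0117 -2.53 and -1.01, AM1_4469 0.05 and -0.38, AM1_C0213 -1.85 and -1.03, AM1_C0096 -1.87 and -1.05, AM1_C0099 -2.15 and -1.25 and AM1_C0191 -2.15 and -1.25. Next come AM1_C0212 -2.15 and -1.32, AM1_C0098 -2.33 and -1.25, AM1_C0092 -1.40 and -0.11, AM1_0450 4.03 and 6.66, AM1_1552 1.92 and -0.24, AM1_1959 -0.37 and 1.12, AM1_3193 -2.33 and -1.18 and AM1_3366 2.50 and 0.24. The list goes on with AM1_1222 -2.78 and -1.89, AM1_1223 -2.36 and -1.52, AM1_1224 -2.52 and -0.49, AM1_5239 1.37 and 0.61, AM1_2962 0.77 and -0.16, AM1_0449 3.14 and 5.89 and AM1_0451 6.11 and 9.72.

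Under none of these alternatives did the following values in hyperoxic conditions come within the limit, again with the paper's value first and the value here second: AM1_4394 -0.02 and 0.28, AM1_2458 0.10 and -0.38, AM1_0448 -0.66 and 0.12, AM1_1129 0.00 and -0.95, AM1_5511 -0.11 and 0.60, AM1_0613 0.24 and -0.18, AM1_D0138 1.37 and 0.21 and AM1_1011 -1.55 and -0.74. The paper and these data further give AM1_5552 0.51 and -0.0828, AM1_C0117 0.67 and 0.0145, AM1_C0100 -0.89 and -1.52, AM1_C0212 0.89 and 0.11, AM1_C0092 -1.31 and 0.29, AM1_0450 -0.63 and 0.41, AM1_1552 1.42 and -0.49 and AM1_0466 -2.09 and -1. Next come AM1_2295 0.04 and -0.0302, AM1_1959 -0.56 and 0.16, AM1_3193 0.83 and 3.07, AM1_2962 0.36 and -0.55, AM1_0511 0.70 and 0.0465, AM1_A0300 0.13 and -1.88, AM1_0449 -5.00 and -1.70 and AM1_0451 -2.00 and -1.

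For Table 1, 113 values do not differ and 16 do, all of sRNAs, and no alternative covers them. For AM1_NC288 the paper gives 65792 in control conditions, and the tables used here 35547. For AM1_NC36 the paper gives 6428 in microoxic and 372487 in hyperoxic conditions, and the tables used here 4081 and 207512. For AM1_NC37 the paper gives 29258 in control, 8326 in microoxic and 48497 in hyperoxic conditions, and the tables used here 8403, 2404 and 15031. For AM1_NC86 the paper gives 13326 in microoxic conditions, and the tables used here 6937. For AM1_NC294 the paper gives 22636 in control, 27816 in microoxic and 31549 in hyperoxic conditions, and the tables used here 10911, 15277 and 17887. For AM1_NC233 the paper gives 19985 in control, 2682 in microoxic and 36489 in hyperoxic conditions, and the tables used here 4403, 1295 and 5327. For AM1_NC126 the paper gives 14826 in control, 27364 in microoxic and 447 in hyperoxic conditions, and the tables used here 6587, 14887 and 5130. Of the 16 sRNAs of Table 1, 9 have a predicted RNA with the same start or end in the deposited tables, 7 of them under the same name, and 7 have none. By position, NC288 of Table 1 is AM1_NC283 and NC294 is AM1_NC295 in the deposited tables. RNAs that share a start or an end can differ in length, which changes an RPKM.

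For Table S4, whose tallies rest on thresholds the table does not state, 3 tallies do not differ and 11 do, and no alternative covers them. For the KEGG category Photosynthesis in microoxic conditions, the paper tallies 5 higher, against 2 here. For the KEGG category Aminoacyl-tRNA biosynthesis in microoxic conditions, the paper tallies 23 lower and 10 higher, against 8 and 29 here. For the KEGG category Aminoacyl-tRNA biosynthesis in hyperoxic conditions, the paper tallies 30 lower, against 14 here. For the KEGG category Photosynthesis in hyperoxic conditions, the paper tallies 18 lower and 8 higher, against 11 and 4 here. For the KEGG category Photosynthesis - antenna proteins in hyperoxic conditions, the paper tallies 5 lower, against 8 here. For the GO term structural constituent of ribosome in microoxic conditions, the paper tallies 3 lower and 3 higher, against 1 and 6 here. For the GO term structural constituent of ribosome in hyperoxic conditions, the paper tallies 20 lower and 1 higher, against 10 and 2 here.

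The paper states that AM1_3669 and AM1_0511 accumulated in hyperoxic and decreased in microoxic conditions, whereas their log2FC was 0.68 and 0.0465 in hyperoxic and 0.0526 and -0.55 in microoxic conditions, none of them called, and after centring AM1_3669 was at -0.14 in microoxic conditions. It states a rise of AM1_A0300 in hyperoxic conditions, where its log2FC was -1.88, and a fall in microoxic conditions, where it was -0.95, a call that centring makes. It places AM1_3681 significantly above control in hyperoxic conditions, where the log2FC was 0.87. The log2FC of katG (AM1_3715) in hyperoxic conditions, 2.82, lies below the bound the paper gives, which the value in its Table 2 passes. The paper states a fall of cysG (AM1_4366) in microoxic conditions, and its log2FC there was -0.67. By the values of the paper's Table 2, this fall reaches the limit of the call. It counts the SufB gene AM1_1224 among those reduced in microoxic conditions, where its log2FC was -0.49, while SufC and SufD were called lower. It names AM1_G0114 as an exception among the PSII genes in microoxic conditions, and its log2FC of 0.55 was not called. It states a rise of AM1_D0138 in hyperoxic conditions, where the log2FC was 0.21. Higher expression of AM1_5767 in microoxic conditions is stated as well, with a log2FC of 0.03 here. AM1_2295 is described as reduced in microoxic conditions, and its log2FC was -0.17. Among the genes of tetrapyrrole metabolism that the paper counts as opposed between the treatments, AM1_0466 alone of its Figure 7 list was called in opposite directions. By the values of the paper's Table 2, AM1_0465, AM1_1445 and AM1_4366 pass the limit in opposite directions as well, so the difference goes back to the values used.

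The paper describes a general fall of hlip transcripts in both treatments. Of 23 measured genes, 8 were higher and 5 lower in microoxic conditions and 9 higher and 3 lower in hyperoxic conditions, with medians of -0.30 and 0.37, and AM1_3193 fell in microoxic conditions (-1.18) but rose in hyperoxic conditions (3.07). It describes a slight rise of the plasmid ATP synthase genes in microoxic conditions. The measured gene AM1_D0157 was lower (-2.15), while without the minimum the median of the pREB4 genes was 0.26. Stable expression in microoxic conditions is given to PSI assembly factors alone, and psaJ (AM1_1439, -0.81) was not called either, though centring makes the call (-1.01). The paper ranks psaB, psaJ and psbA in the top 50 of all conditions, whereas on the chromosome alone psaB left it in microoxic and psaJ in hyperoxic conditions. When plasmid TUs were ranked too, psbA also left it in microoxic conditions, and psaJ was not in it in any condition. AM1_0843, which the paper lists with the oxidases in another place, had a control value of 288. For AM1_NC270, AM1_NC256 and AM1_NC315 the paper states a rise in hyperoxic conditions, and their log2FC there was 0.84, 0.43 and -0.74. The legend of its Figure 6 gives induction in microoxic conditions for 3 RNAs without naming them, and the log2FC of AM1_NC270, AM1_NC256 and AM1_NC315 in microoxic conditions was 2.22, 0.19 and 2.13. AM1_NC161 and AM1_NC254 are described as less abundant in microoxic conditions, where their log2FC was 0.96 and -1.38. In the authors' deposited table, where these names carry other values, AM1_NC161 has a log2FC of -1.29 in microoxic and 1.64 in hyperoxic conditions and AM1_NC254 of -1.38 and 1.08, as the paper states for microoxic conditions, while AM1_NC270 has 1.48 and -1.09, AM1_NC315 has 2.04 and -3.17, and AM1_NC256 has -1.47 in hyperoxic conditions. AM1_NC24, which the paper takes as a UTR, lies beyond the distance limit in the full tables, and AM1_NC96 and AM1_NC169, which it excepts from the correlation, had the conditions in the same order as the closest gene there. The deposited annotation names a rhodanese domain in AM1_0449, as does Table 2 of the paper, whereas the paper's Discussion places it in AM1_0451.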

Other observations

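Of the tests in this part, the shuffling of runs and the split of the phosphate genes by porins were chosen only after the result was seen. Gene lists that belong to no claim of the paper are given here, with the number of measured genes, their median log2FC and the numbers called higher and lower.

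Genes of phosphate transport, which bring phosphate into the cell when it is scarce, were often lower in both treatments. Of 12 genes, 1 was higher and 6 lower in microoxic conditions (median -0.86), and none was higher and 7 lower in hyperoxic conditions (-1.23), both below all random lists. Of these genes, AM1_0168, AM1_0174 and AM1_0175 lie in a run of 8 neighbouring genes called lower in microoxic conditions. Random lists do not keep neighbours together, so the percentiles can overstate how unusual the list is. AM1_3491 fell from 123 to 50 and 37, and AM1_0177 from 311 to 57 in hyperoxic conditions. Genes of iron transport and of its regulation were often higher in hyperoxic conditions, with 10 higher and 1 lower of 26 (median 0.79, or 0.39 over all 52 genes without the minimum), among them a ferric reductase-like gene, AM1_5325 (49 to 197), and a gene annotated as ferric uptake regulation protein, AM1_F0079 (15 to 62). In microoxic conditions 1 was higher and 1 lower (0.27). Of 10 genes of the carboxysome and Rubisco, which fix CO_2_, 3 were higher in microoxic conditions and none was lower (0.74), the shell protein CcmK (AM1_5381, 289 to 1240), CcmM (AM1_5383, 614 to 2542) and AM1_5380, which had values of 462, 2981 and 1190 and was also the 1 higher gene in hyperoxic conditions (-0.06). Of 8 genes annotated as desaturases, 3 were higher in microoxic conditions (0.75), the fatty acid desaturases AM1_4659 (37 to 168) and AM1_3759 (299 to 714) and the phytoene desaturase AM1_4826, which is also in the list of carotenoid synthesis, and 2 were lower in hyperoxic conditions (-0.41). Of 200 transposases, 21 were higher and 1 lower in microoxic conditions (0.51) and 15 higher and 3 lower in hyperoxic conditions (0.16), as AM1_C0184, which rose from 102 to 585 in microoxic conditions. Of 7 RNA-directed DNA polymerases, 1 was higher in microoxic conditions (0.12, or -0.08 after centring; AM1_4792, 37 to 296) and 6 in hyperoxic conditions (1.10). Of these 6, 5 carry the same control value of 160 and share reads, and after centring none of the 6 was called (0.98 for these 5 and 0.93 for AM1_6226).

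Of 30 chaperones and heat shock proteins, 5 were higher and 2 lower in microoxic conditions (median 0.05, or -0.14 after centring), with DnaJ (AM1_1111) rising from 72 to 454 and GroES (AM1_4412) from 594 to 3130, and 3 were higher and 2 lower in hyperoxic conditions (0.33), with GroEL (AM1_3214) rising from 507 to 1509. Of 23 sigma factors, which direct RNA polymerase to promoters, 3 were higher and 4 lower in microoxic conditions (0.18, or -0.02 after centring) and 2 higher and 4 lower in hyperoxic conditions (-0.16, or 0.17 without the minimum). SigF (AM1_4757) had values of 381, 52 and 48, and AM1_5482 rose from 38 to 288 in microoxic conditions. Of 127 two-component genes, 14 were higher and 9 lower in microoxic conditions (0.05, or -0.15 after centring and with expression-matched scaling), with AM1_3725 falling from 1839 to 425 and AM1_C0086 rising from 842 to 3626, and 9 were higher and 8 lower in hyperoxic conditions (0.15). In nitrogen assimilation (29 genes), 1 was higher and 3 lower in microoxic conditions (-0.26) and 3 higher and 1 lower in hyperoxic conditions (0.03, or -0.09 after centring), with a glutamine synthetase gene, AM1_0336, at 251, 67 and 532, whose hyperoxic call ended after centring (0.96). Of 18 NDH-1 genes, 3 were higher in microoxic conditions (-0.15), and 1 was higher and 1 lower in hyperoxic conditions (-0.21). None of 9 cytochrome b6f genes was called (-0.09, or 0.22 with expression-matched scaling, and 0.31). Carotenoid synthesis (11 genes) had 2 higher in microoxic conditions (0.40; AM1_4826, 129 to 482) and 1 lower in hyperoxic conditions (-0.19; AM1_3670, 126 to 50). The list of hydrogenase and fermentation, which also takes in NADH dehydrogenase subunits, had 4 of 26 genes higher and 2 lower in microoxic conditions (0.10, or -0.09 after centring; acetate kinase AM1_0445, 13 to 80, and AM1_2783, 619 to 243) and 4 lower in hyperoxic conditions (-0.44). Of 19 thioredoxins and related proteins, 1 was higher and 1 lower in microoxic conditions (-0.13), and 2 were higher and 3 lower in hyperoxic conditions (-0.11; AM1_5443, 727 to 246). Of 13 FtsH and Clp genes, 2 were higher in microoxic conditions (0.24; AM1_2331, 744 to 2196) and none was called in hyperoxic conditions (0.38). Of 8 sulfotransferases, 1 was lower in microoxic conditions, and both medians were -0.28. Of 9 rRNAs and related proteins, 2 were higher and 4 lower in microoxic conditions (-0.08), and 4 were higher in hyperoxic conditions (0.97). The 23S rRNA AM1_6416 rose from 6110 to 20215 in hyperoxic conditions. The RNA-processing RNAs carry no product name and are not in this list. According to the paper, rRNA was depleted before sequencing. It still took 3% and 0% of the chromosomal reads in the hyperoxic libraries, and 2%, 0% and 0% in the control libraries.

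On the chromosome, the longest run of higher genes in microoxic conditions reaches from AM1_0288 to AM1_0335, at 288736 to 307808, with a median log2FC of 3.48, and the region also holds the raised tRNA genes AM1_0298, AM1_0306 and AM1_0327. Further runs of higher genes lie from AM1_0445 to AM1_0460 (16 genes) and from AM1_0462 to AM1_0468 (7 genes). The longest chromosomal run of lower genes reaches from AM1_0362 to AM1_0392, at 330470 to 365661, with medians of -2.34 in microoxic and 0.79 in hyperoxic conditions. In hyperoxic conditions, a run of 9 higher genes from AM1_1220 to AM1_1228 holds the SufBCD genes, where shuffled calls gave at most 7. The longest run of lower genes on the chromosome held 7 in hyperoxic conditions, and 99.94% of shuffles gave a shorter longest run.

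By replicon, the median log2FC was 0.14 in microoxic and 0.03 in hyperoxic conditions on the chromosome, 0.24 and 0.58 on pREB1, 0.54 and 0.66 on pREB2, -0.04 and 0.17 on pREB3, 0.53 and 0.37 on pREB4, 0.58 and 0.46 on pREB5, 0.40 and 1.07 on pREB6, 0.59 and 0.47 on pREB7, and 0.72 and 0.42 on pREB8.

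On pREB6, 89 of 158 TUs were higher in hyperoxic conditions. A run of 24 genes from AM1_F0125 to AM1_F0150, at 107165 to 135321, had a median log2FC of 5.64, and a run from AM1_F0156 to AM1_F0168 held 12. The reads of 1 hyperoxic library alone do not account for the higher sum of pREB6 reads. The lower hyperoxic library held 2.00 times the pREB6 reads of the highest control library for each chromosomal protein-coding read. This ratio rests on rounded percentages. For 100 chromosomal protein-coding reads, the control libraries held 0.563, 0.851 and 0.702 pREB6 reads, the microoxic libraries 1.052 and 1.14, and the hyperoxic libraries 1.995 and 1.699. No value per gene and library is given, so whether the called TUs and the runs rose in both hyperoxic libraries cannot be told.

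The hypothesis that the phosphate transport genes were lower because of a weaker phosphate starvation response was tested on 14 other genes, chosen by words of the annotation. The higher of their 2 medians was -0.50, in hyperoxic conditions, at percentile 0.59 of matched random lists, and their microoxic median was -0.94, at percentile 0, as had been laid down for a weaker response. Of these genes, 7 are porins, among them carbohydrate porins and an aquaporin that the annotation does not link to phosphate, and without these the medians were 0.24 and -0.58, with 4 genes higher than the control and 3 lower in microoxic conditions, a split made after the values were seen. Since porins are not specific to phosphate, the test leaves open whether the response was weaker.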
